# Diet‐induced plasticity of life‐history traits and gene expression in outbred *Drosophila melanogaster* population

**DOI:** 10.1002/ece3.10976

**Published:** 2024-02-09

**Authors:** Akhila Mudunuri, Mohankumar Chandrakanth, Soumen Khan, Chand Sura, Nishant Kumar, Sudipta Tung

**Keywords:** aging, developmental time, gut integrity, isocaloric diet, lifespan, locomotor activity, reproductive output

## Abstract

Food is fundamental for the survival of organisms, governing growth, maintenance, and reproduction through the provision of essential macronutrients. However, access to food with optimum macronutrient composition, which will maximize the evolutionary fitness of an organism, is not always guaranteed. This leads to dietary mismatches with potential impacts on organismal performance. To understand the consequences of such dietary mismatches, we examined the effects of isocaloric diets varying in macronutrient composition on eight key organismal traits spanning across the lifespan of a large outbred *Drosophila melanogaster* population (*n* ~ 2500). Our findings reveal that carbohydrate‐reduced isocaloric diets correlates to accelerated pre‐adult development and boosts reproductive output without impacting pre‐adult viability and body size. Conversely, an elevated dietary carbohydrate content correlated to reduced lifespan in flies, evidenced by accelerated functional senescence including compromised locomotor activity and deteriorating gut integrity. Furthermore, transcriptomic analysis indicated a substantial difference in gene regulatory landscapes between flies subject to high‐carbohydrate versus high‐protein diet, with elevated protein levels indicating transcriptomes primed for reduced synthesis of fatty acids. Taken together, our study helps advance our understanding of the effect of macronutrient composition on life history traits and their interrelations, offering critical insights into potential adaptive strategies that organisms might adopt against the continual dietary imbalances prevalent in the rapidly evolving environment.

## 1 INTRODUCTION

The fundamental necessity of an organism is food. It provides all the essential resources and nutrients essential to the survival, growth, maintenance and reproduction. Central to these resources are macronutrients, utilized in distinct yet interconnected functions in an organism's physiology. For instance, proteins primarily serve as building blocks for growth and repair, while carbohydrates and lipids are generally utilized to fuel the energy requirements for cellular and organismal functions (Jequier, 1994; Wu et al., 2014). Therefore, a balanced diet comprising of optimal macronutrient composition is key to maximize the evolutionary fitness of an organism (Altmann, 1991; Brunner et al., 2001; Hawley et al., 2016).

However, the availability of such an optimal diet is not always guaranteed in natural settings, leading potentially to dietary mismatches (Gurven & Lieberman, 2020; Logan & Jacka, 2014; Wiggins & Wilder, 2018). The consequences of this dietary shifts on an organism's performance and life history traits are difficult to predict based on our current knowledge. Furthermore, a comprehensive study of diet's impact on an organism's performance is difficult, given that it requires exact manipulation of food components and an understanding of their short‐term as well as long‐term effects on performance. Therefore, conducting such studies in natural settings and using organisms with longer lifespans can be challenging. Additionally, considering that diet may simultaneously influence multiple organismal traits, an effective study requires a system where these traits are well‐characterized. It is also crucial to understand how these nutrients are being metabolized, which lead to the changes in the observed phenotypes. In this context, *Drosophila melanogaster* serves as a suitable model system for investigating diet's influence on organismal traits spanning across its life stages. Given its well‐understood laboratory ecology, well‐characterized traits, and a comparatively short lifespan, *Drosophila* allows for precise dietary component manipulations and longitudinal performance tracking in controlled laboratory settings (Carvalho et al., 2012; Catterson et al., 2010; Jang & Lee, 2018; Piper et al., 2005; Skorupa et al., 2008).

Historically, in studies correlating diet's influence to organismal performance, the calorific value of diet has gathered considerable attention given the impact of dietary restriction on lifespan across various taxa, including invertebrates (Houthoofd et al., 2005; Jiang et al., 2000; Partridge et al., 2005), rodents (McCay et al., 1935), and humans (Holloszy & Fontana, 2007). However, recent findings highlight that diet's impact is more nuanced, with isocaloric diets varying in macronutrient composition significantly affecting organismal life history including lifespan (Mair et al., 2005; Shi et al., 2021). While all macronutrients are essential, empirical evidence highlights the critical importance of dietary composition, often depicted as the ratios of macronutrients, for organismal growth, reproduction, and survival (Raubenheimer & Simpson, 1997; Simpson & Raubenheimer, 2009).

However, in‐spite of several efforts, knowledge about the precise role of macronutrient composition in diets in influencing organismal performance is still discrepant (Bruce et al., 2013; Lee, 2015; Lee et al., 2008; Lushchak et al., 2012, 2014). These discrepancies across the existing published reports can be attributed to several interconnected reasons. First, a standardized method of varying nutrient composition across reports does not exist, with studies being varied in the choice of ingredients and thereby often introducing confounding effects due to changes in caloric content. Second, many studies examine the impact of diet on a specific trait or a limited set of traits, potentially leading to inconsistencies in the interpretation of trait correlations. Third, the reports often vary in terms of the timing of dietary change implementation relative to the organism's life stage. And finally, strong interaction of diet with genetics (G × E interaction) (Heianza & Qi, 2017; Roche et al., 2005; Ussar et al., 2015) complicates the synthesis of results from different experiments, particularly when most existing studies use inbred *Drosophila* lines each with diverse genetic backgrounds. Taken together, these shortcomings highlight the need for a consistent experimental framework to comprehend the effects of diet on traits across various life stages.

To circumvent such challenges, in this study we examined the effect of diet‐composition‐induced plasticity across eight key life history traits spanning various life stages, thereby aiming to obtain a holistic understanding of the impact of diet on organismal fitness. Using a well‐characterized outbred population of *D. melanogaster* (Sarangi et al., 2016) and sampling a large number of individuals during assays, we ensured that our results are free from biases of a specific genotype or a particular inbreeding trajectory. We have utilized isocaloric diet regimes with five different protein‐to‐carbohydrate ratios to control the confounding effect of diet's calorific value. Our findings suggest a positive correlation between increased carbohydrate content in diet to delayed pre‐adult development, compromised reproductive output, and a shortened lifespan. In addition, using transcriptomic studies, we observe significant differences between gene expression profiles between flies fed on different dietary conditions, with aberrant transcriptional upregulation of genes involved in muscle development, being observed in flies fed on diet with higher carbohydrate content. Our results provide crucial insights into how macronutrient composition shapes various life history traits and their correlations and help advance our understanding of how organisms might adapt to dietary fluctuations in today's rapidly changing world.

## 2 MATERIALS AND METHODS

### 2.1 Maintenance regime of fly populations

The flies used in this experiment were derived from a large (*n* = ~2100), outbred Baseline Population (BP). This baseline population was derived by equally mixing MB_1‐4_ (Melanogaster Baseline) populations, whose detailed ancestry can be found in a previous articles (Sarangi et al., 2016; Shenoi et al., 2016). The BP population was maintained at 25°C in constant light, following a 14‐day generation cycle for over 30 generations before the current experiments. Throughout this period, the flies were given a baseline diet composed of corn, sugar, and yeast (recipe provided in Table S1). This diet had a calorific value of 714 kcal/L and a protein‐to‐carbohydrate ratio (henceforth, P:C) of 0.4. For routine population maintenance, we collected ~300 eggs in each of seven clear Laxbro© FLBT‐20 plastic bottles, each containing ~50 mL of food. On the 11th day post egg‐collection, the adults were transferred to a large plexi‐glass cage (25 cm × 20 cm × 15 cm). After 2 days, a fresh petri‐plate containing baseline media was provided for about 14‐h egg‐laying period. On the 14th day post egg‐collection, these eggs were then transferred into seven bottles following the above method to initiate the next generation. The adult flies remained in the cage as a backup until egg collection for the subsequent generation.

### 2.2 Diets

To evaluate organismal performance across different macronutrient compositions, we formulated five isocaloric diets (matching the calorific value of the baseline diet) with distinct P:C ratios of 0.2, 0.25, 0.4, 0.55, and 0.7. These ratios were adjusted by modifying the amounts of sugar and yeast in the food, while maintaining consistent caloric values (see Table S1 for exact recipes). The diet with a P:C ratio of 0.4 matches the baseline, P:C ratio of 0.2 represents the maximum carbohydrate and minimum protein, and P:C ratio of 0.7 is the converse. It is worth noting that free amino acid or protein powder is often preferred over yeast for dietary protein manipulation in flies (Chang et al., 2001; Fanson & Taylor, 2012; Maklakov et al., 2008; Piper et al., 2014; although see Fanson et al., 2009; Lee et al., 2008) due to complex composition of yeast beyond just protein. In our study, we have also accounted for the carbohydrate content of yeast to accurately calculate the P:C ratio of experimental diets (see Table S1).

### 2.3 Assays

For all assays, 100–150 eggs from the baseline population were collected in plastic bottles containing 50 mL of the respective food types to generate the experimental flies. Throughout the study, we ensured consistent environmental conditions, maintaining constant light, a temperature of 25°C, 80%–90% humidity, abundant nutrition, and an uncrowded rearing environment. Chronological age of the flies was also uniformly controlled across assays. Our investigation focused on measuring four sets of important life‐history traits related to the flies' preadult development, reproductive output, lifespan, and functional senescence across the aforementioned five dietary regimes.

#### 2.3.1 Preadult development and survivorship assay

For this assay, exactly 100 stage‐synchronized (Prasad et al., 2000) eggs were collected from the baseline flies in each of five replicate bottles containing 50 mL food of a specific experimental regime. The same was repeated for all the five experimental food regimes. The bottles were maintained under the environmental conditions, which were identical to the baseline population. After the pupae had darkened, the bottles were regularly checked at 2‐h intervals and the number of eclosing males and females was recorded against the corresponding eclosion time. We continued these observations until no flies eclosed for over 48 h from a bottle. From this data, we computed average time to eclosion, preadult survivorship (i.e., the percentage of flies eclosed out of 100 stage‐synchronized eggs) and sex ratio (i.e., the number of males divided by the number of female flies eclosed) of the emerged adults for each of the five replicate bottles in each treatment regime and subjected to statistical analysis.

#### 2.3.2 Fertility assay

To understand the effect of diet on reproductive output, we examined the number of viable offspring produced by the females reared on different diet regimes. We generated experimental flies by collecting eggs and subsequently raising the eclosed adults in mixed‐sex groups under five distinct experimental treatment diets. On the 12th day post‐egg collection, we introduced two pairs of male and female flies into each vial containing 6 mL of the respective treatment diet. These flies were given 24 h to lay eggs, after which the adults were removed. This process was replicated in 30 vials for each dietary treatment. We then calculated per capita female fertility based on the number of adult offspring that emerged from each vial. Since the diet treatment has no effect on fly viability (see Section 3 and Figure S3), the data obtained would be primarily due to the effect of diet on fertility. To determine whether variations in fertility data correspond to differences in body size across the dietary regimes, we used wing length of adult flies as a proxy for body size (see Text S1 for details).

#### 2.3.3 Lifespan and functional senescence assays

Subsequently, we investigated the effect of nutrition on the fly physiology as the fly ages. To check this, we measured lifespan, and quantified male activity and female gut health at old age to test the state of these functional traits in flies reared under different diet regimes. For measuring lifespan, on the 12th day from the day of egg collection, we separated the experimental flies by sex under light CO_2_ anesthesia and placed them in same‐sex groups of eight individuals into glass vials containing 6 mL food of respective diet regime. We conducted 10 such replicates per sex for each of the five diet regimes. We monitored the vials daily at a particular time (arbitrarily set at 1200 noon) and they were transferred into fresh food vials every alternate day, till the last individual died. The number of days one fly lived from the time of the assay setup is considered its lifespan. Average lifespan was computed for each replicate setup and was subjected to statistical analysis.

To quantify the senescence status of activity, we monitored locomotor activity of 34‐day old male flies using drosophila activity monitoring (DAM) systems. We recorded their activity for 1 h 10 min. For analysis, the first 10 min of data was excluded and the next 1 h of data was used to calculate fly activity. Activity of 32 male flies were measured per diet regime. As a control to ensure that the effects of aging are due to the rearing diet, we measured locomotor activity of 12‐day old male and female flies using DAM Systems with the same protocol as above. Activity of 32 males and 32 females was collected and subjected to statistical analysis.

To check the gut health, 34‐day old female flies were put in a cohort of 10 individuals into glass vials with approximately 2 mL of fly food colored with 0.07 mL of brilliant blue dye (Arun Color Chem Pvt. Ltd.) at a concentration of 2.5% (wt/vol). 10 such replicate vials were made per diet regime. The flies were allowed to stay in the vial for 1 day and then they were checked under the microscope for a Smurf phenotype (Martins et al., 2018). The number of flies which turned Smurf was recorded to compute the proportion of Non‐Smurf flies for each vial. We computed arcsine of the square root of the proportions (following Zar, 1999) and subjected to statistical analysis.

#### 2.3.4 RNA extraction and library preparation

On the 13th day post egg collection, 12 female flies were collected for a particular biological replicate and snap frozen in Trizol solution. Three such replicates were made for each of the diet regimes with P:C ratios of 0.25, 0.4, 0.55, and 0.7. RNA isolation was performed using standard Phenol Chloroform extraction methods and RNA quality determined on Agilent Bioanalyzer System 4000. RNA libraries were performed post polyA enrichment using the NEBNext Ultra II RNA Library Prep Kit for Illumina, using standard protocol. Libraries were sequenced using a 150BP paired end chemistry on Novaseq6000.

### 2.4 Statistical and bioinformatic analysis

#### 2.4.1 Analysis of life‐history traits

First, we evaluated how different diet regimes affected the average developmental time of the flies. The data for average developmental time, which is continuous and unbounded (see Section 2.3.1 for details), was analyzed using a two‐way full‐factorial ANOVA. In this analysis, both diet—specified by protein‐to‐carbohydrate (P:C) ratios of 0.2, 0.25, 0.4, 0.55, and 0.7—and sex (Male or Female) were treated as fixed factors. Preadult survivorship data being percentage values, it was arcsine square root transformed prior to analysis. In order to test the extent of diet‐induced plasticity, transformed preadult survivorship data and sex ratio data were subjected to one‐way fixed factor ANOVA with diet (P:C ratios of 0.2, 0.25, 0.4, 0.55, 0.7) as the fixed factor. A post‐hoc analysis was done using Tukey's HSD test. All the above statistical analysis was done using STATISTICA® v5 (StatSoft Inc., Tulsa, OK, USA).

Subsequently, we examined the effect of dietary conditions on fertility per female, treating it as count data. For the analysis, we employed a negative binomial generalized linear model (GLM) with a log link function, using the ‘glm.nb’ function from ‘MASS’ package in R version 4.3.1. The ANOVA table was generated with the ‘Anova’ function from the ‘car’ package. To identify specific differences between the levels of the diet regimes (i.e. P:C ratios of 0.2, 0.25, 0.4, 0.55, 0.7), we conducted post‐hoc analysis using Tukey's HSD test, implemented via the ‘glht’ function in the ‘multcomp’ package.

We analyzed the effects of food, sex, and their interaction on wing length, measured as a proxy for body size, using a GLM with a Gaussian family and identity link function. The ANOVA table was generated using Type III sums of squares. Post‐hoc comparisons among food levels were conducted using Tukey's HSD test. All analyses were performed in R version 4.3.1 with the ‘glm’ function for model fitting, the ‘Anova’ function from the ‘car’ package for the ANOVA table, and the ‘glht’ function from the ‘multcomp’ package for Tukey's test.

To test the impact of diet regimes on lifespan, we subjected the average lifespan data to a two‐way full‐factorial ANOVA with diet (P:C ratios of 0.2, 0.25, 0.4, 0.55, and 0.7) and sex (Male or Female) were treated as fixed factors. A post‐hoc analysis was done using Tukey's HSD test. This statistical analysis was done using STATISTICA® v5 (StatSoft Inc.). Furthermore, we compared the survivorship curves using a Cox proportional‐hazards model. The ‘Surv’ function from the ‘survival’ package in R version 4.3.1 was used to create the survival object, incorporating both time and event status. Food levels (P:C ratios of 0.2, 0.25, 0.4, 0.55, and 0.7) were set as factors and P:C ratio of 0.4 was considered as the reference category. The model was fitted using the ‘coxph’ function and summary statistics were obtained. Hazard ratios for each factor and interaction term were visualized using the ‘ggforest’ function from the ‘survminer’ package, and survival curves for both sexes across different food levels were plotted using ‘ggsurvplot’ from the ‘survminer’ package and customized with ‘ggplot2’.

We used a negative binomial GLM to analyze the effects of food and sex on first‐hour locomotor activity levels of the young flies using a full factorial model in R version 4.3.1 using the ‘glm.nb’ and ‘Anova’ functions from the ‘MASS’ and ‘car’ packages, respectively. For analyzing activity data of old male flies, we used a zero‐inflated negative binomial model, as it provided a better fit according to Vuong's closeness test. The model was implemented in R using the ‘zeroinfl’ function from the ‘pscl’ package. Subsequently, we calculated Cohen's d effect sizes to quantify the differences in activity levels across diets. Effect sizes were categorized as small (0.2 < *d* < 0.5), medium (0.5 < *d* < 0.8), or large (*d* > 0.8) following Cohen's guidelines (Cohen, 1988).

The effect of diet on gut integrity in aging female flies was evaluated using a GLM with a Gaussian family and an identity link function. The percentage of females exhibiting the ‘Smurf’ phenotype was arcsine square root‐transformed prior to analysis. Post‐hoc pairwise comparisons were conducted using Tukey's HSD test. All analyses were performed in R version 4.3.1.

The graphs were made using ggplot2 (Wickham, 2016) package in R version 4.3.1 and RStudio v2022.07.1.

#### 2.4.2 RNA‐seq analysis

Raw FASTQ files were subject to initial quality control analyses using the FASTQC software v0.12.1 (Andrews, 2010). FASTQ files were then trimmed using Trim‐galore v0.6.10 (Krueger, 2015) and aligned to the *Drosophila* genome (dm6) using hisat2 (Kim et al., 2019). The Seqmonk software v1.48.1 (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) was used to generate raw counts and differential gene expression performed using DESeq2 (Love et al., 2014). PCA and volcano plots were generated in R using ggplot2. Genes were first filtered on *p*adj < .05 and Fold‐change (FC) > 1.5 and sorted based on FC. The top 40 differentially expressed (DE) genes between diets with a P:C ratio of 0.4 and P:C ratio of 0.25, P:C ratio of 0.4 and P:C ratio of 0.7 and the top 5 DE genes between P:C ratio of 0.4 and P:C ratio of 0.55 were selected, and unique genes among the list of 85 genes (final total of 77 genes) were used for heatmap analyses. The g:Profiler software (Raudvere et al., 2019) was used for Gene Ontology analysis using a custom background (all expressed genes) and Bonferroni *p*adj < .05 was used as the cutoff for significant Gene Ontology‐terms (Table 1).

**TABLE 1:** Replication Statement.

Experiment	Scale of inference	Scale at which the factor of interest is applied	Number of replicates at the appropriate scale
Preadult developmental time assay	Population	Bottle (with 100 eggs in each)	5, 5, 5, 5, 5
Pre‐adult viability assay	Population	Bottle (with 100 eggs in each)	5, 5, 5, 5, 5
Sex ratio assay	Population	Bottle (with 100 eggs in each)	5, 5, 5, 5, 5
Body size assay	Individual	Individual sex	30, 30, 30, 30, 30
Fertility assay	Individual	Individual pair (one male and one female)	60, 60, 60, 60, 60
Lifespan assay	Male and Female population	Vial (with 10 individuals of one sex in each)	10, 10, 10, 10, 10 (vials per sex)
Locomotor activity assay of young flies	Male and Female population	Individual	32, 32, 32, 32, 32 (individuals per sex)
Locomotor activity assay of old male flies	Individual	Individual	32, 32, 32, 32, 32
Smurf assay with old female flies	Population	Vial (with 10 individuals in each)	10, 10, 10, 10, 10
RNAseq	Population	Group of 12 individuals	3, 3, 3, 3

## 3 RESULTS

### 3.1 Reduced carbohydrate proportion in isocaloric diet accelerates developmental speed without affecting pre‐adult survivorship or sex ratio

To understand how dietary composition affect organismal performance, we first looked into developmental timing, that is the time taken for an egg to develop into an adult *Drosophila*, when subject to different diets. We report a significant effect of macronutrient composition of diet on the developmental time in flies (Figure 1, *F*_4,38_ = 79.67, *p* < .0001). Our results indicate that flies reared on an isocaloric diet with a P:C ratio of 0.7 were found to develop faster compared to flies reared on a diet with a P:C ratio of 0.2 (Tukey's *p* = .0001), 0.25 (Tukey's *p* = .0001), and marginally faster than the flies reared on P:C ratio of 0.4 (Tukey's *p* = .057). Remarkably, despite a minor decrease in dietary carbohydrate content, flies reared on a diet with a P:C ratio of 0.4 exhibited significantly accelerated development compared to those on a P:C ratio of 0.25 (Tukey's *p* = .0001). Similar to previous reports, we too observe that female flies eclose early in comparison to males (*F*_1,38_ = 7.79, *p* = .008), however, the food x sex interaction was not significant (*F*_4,38_ = 0.57, *p* = .687). The same pattern is also visible when the data is visualized through the percentage‐eclosion‐across‐time curves (Figure S1). Overall, our findings suggest that, despite equal calorific values, the relative proportions of dietary carbohydrates and proteins play a critical role in the egg to adult developmental time of *D. melanogaster*. Specifically, we report that reducing carbohydrate content and increasing protein content in the diet is positively correlated to pre‐adult developmental rate. We further found that pre‐adult survivorship (Figure S2, *F*_4,19_ = 0.528, *p* = .716) and the sex ratio of the eclosing adults (Figure S3, *F*_4,19_ = 0.958, *p* = .452) were comparable across the experimental diets.

**FIGURE 1:**
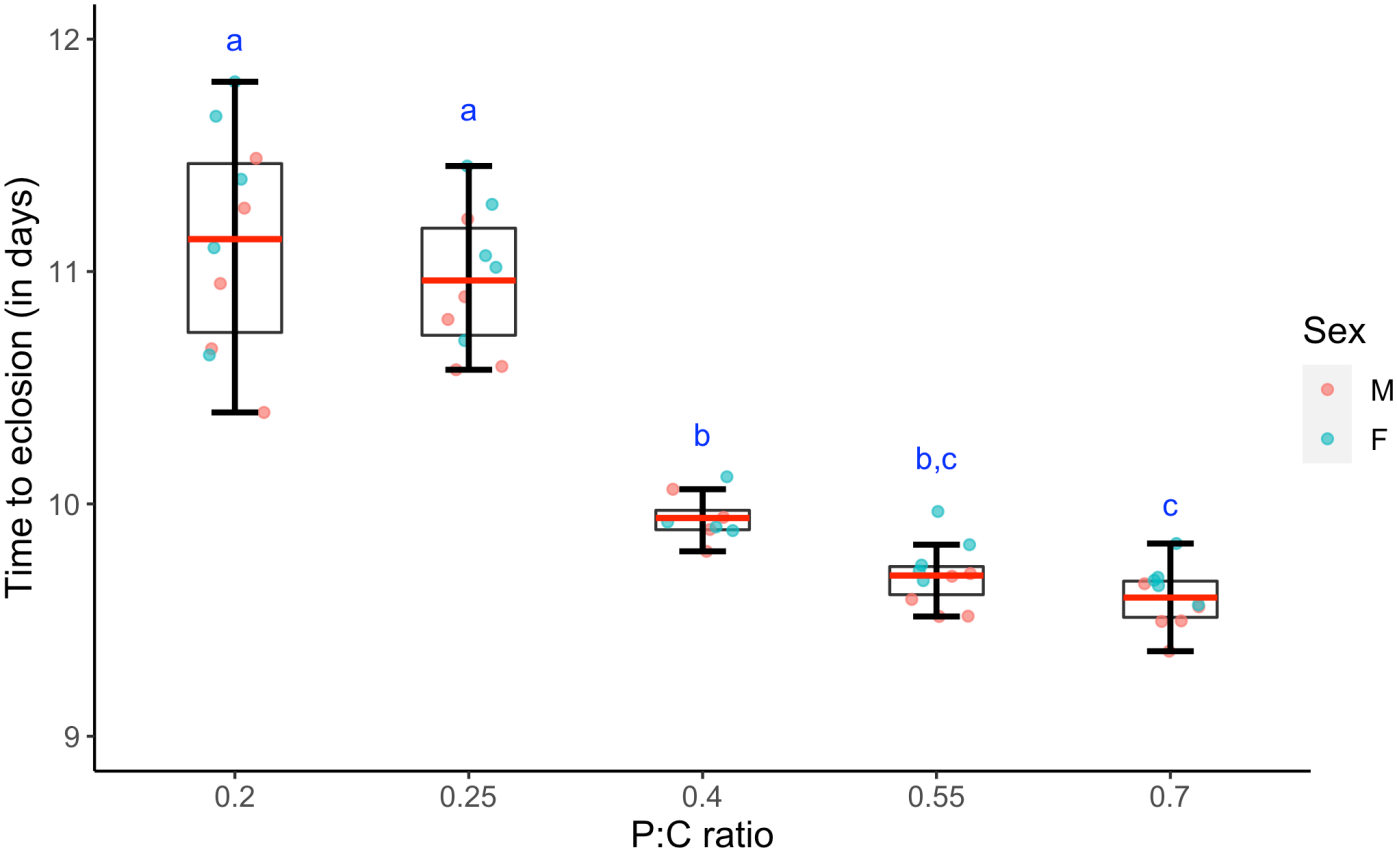
Effect of diet on development. Mean (±SEM) development time of individuals reared on different diets is plotted against the diet which they were reared on. The box plot represents combined average developmental time data for both males and females. The red line, lower and upper edge of the box, lower and upper end of the whiskers represent the mean, 25th, 75th, 5th, 95th percentile of the development time data. The scatter points denote the mean of the developmental time of the individuals in each bottle. Different lower‐case alphabets denote statistically significant differences (*p* < .05).

### 3.2 Higher dietary carbohydrate proportions reduce reproductive output without affecting body size

We report significant differences in viable offspring produced per adult pair, composed of one male and one female, in relation to dietary proportion of protein and carbohydrate (Figure 2, *F*_4,145_ = 61.239, *p* < 2.2e‐16). Interestingly, even slight increase in carbohydrate content (and thereby, decrease in protein content) was negatively correlated to the reproductive output, with flies reared on an isocaloric diet with a P:C ratio of 0.2 producing fewer number of viable offspring than flies reared on a diet with a P:C ratio of 0.25 (Tukey's *p* < .001). In contrary, flies reared on increased protein concentrations display higher fertility, with a significant increase seen between diets with protein to carbohydrate ratio 0.25 and 0.4 (Tukey's *p* = .009), and between flies reared on a diet with a P:C ratio of 0.70 and a diet with a P:C ratio of 0.55 (Tukey's *p* = .04). In terms of wing length as a measure of body size, although the main effect of food was significant (*F*_4,290_ = 2.678, *p* = .03), Tukey's pair‐wise comparison shows flies were comparable across experimental diets (Figure S4), except for those on the lowest protein‐to‐carbohydrate ratio (P:C ratio of 0.2) were found to be smaller than those reared on P:C ratio of 0.4 (Tukey's *p* = .024). Taken together, our results reveal a remarkable reproductive plasticity exhibited by *Drosophila* across varying P:C ratios in isocaloric diets.

**FIGURE 2:**
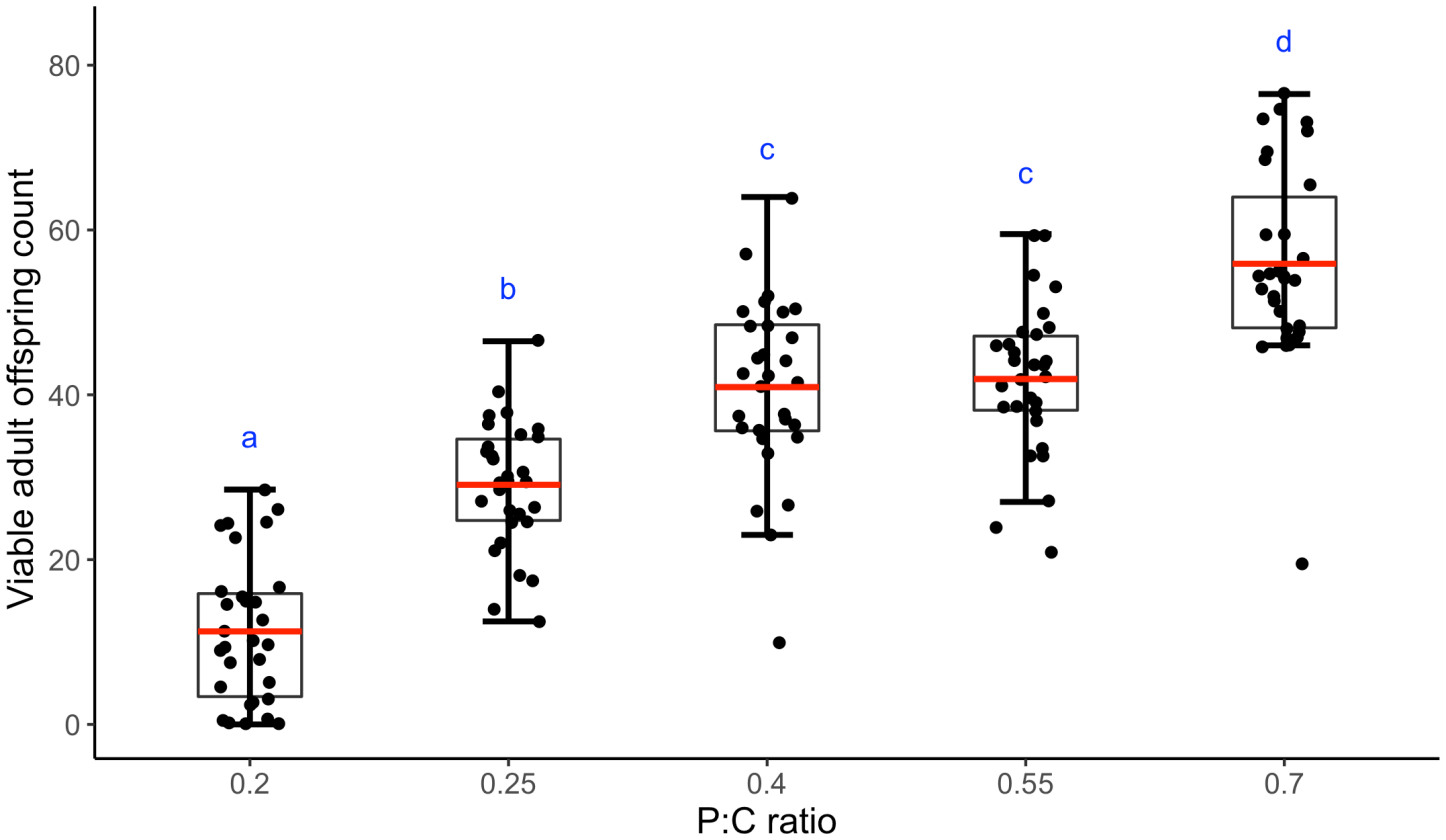
Effect of diet on fecundity. Mean (±SEM) number of viable adult offspring sired by a male–female pair reared on different diets is plotted against the diet on which they were reared on. The box plot represents the fecundity of the females reared on diets with different P:C ratios. The red line, lower and upper edge of the box, lower, and upper end of the whiskers represent the mean, 25th, 75th, 5th, 95th percentile of the fecundity data. The scatter points denote the number of eggs laid by each female. Different lower‐case alphabets denote statistically significant differences (*p* < .05).

### 3.3 High carbohydrate content in diet shortens fly lifespan

We next evaluated the effect of varying macronutrients on the lifespan of *Drosophila* and observe a significant effect of varying carbohydrate to protein ratio on longevity of flies (Figure 3, *F*_4,90_ = 35.24, *p* < .0001). We observe that a diet with a high P:C ratio of 0.7 prolonged the lifespan of flies significantly when compared to those reared on a diet with a low P:C ratio of 0.2 in both males (Tukey's *p* = .0001) and females (Tukey's *p* = .0001). It is also notable that lifespan of male and female flies was comparable when flies were reared at high P:C ratio of 0.7, whereas with diets having high carbohydrate proportion (P:C ratio of 0.2 and 0.25), female lifespan was substantially lower than that of males (Figure 3). This led to a significant food × sex interaction (*F*_4,90_ = 11.05, *p* < .0001). We observe the same pattern while comparing the entire survival curves (Figure S5) using Cox‐proportional hazard model followed by Wald test (Table S9, Figure S6). Overall, our results indicate that given comparable calorific value diets, on one hand we observe a significant and negative correlation of lifespan when the flies are reared on a diet with a lower P:C ratio in diet, and on the other a positive correlation when the flies are reared on a diet with a higher P:C ratio.

**FIGURE 3:**
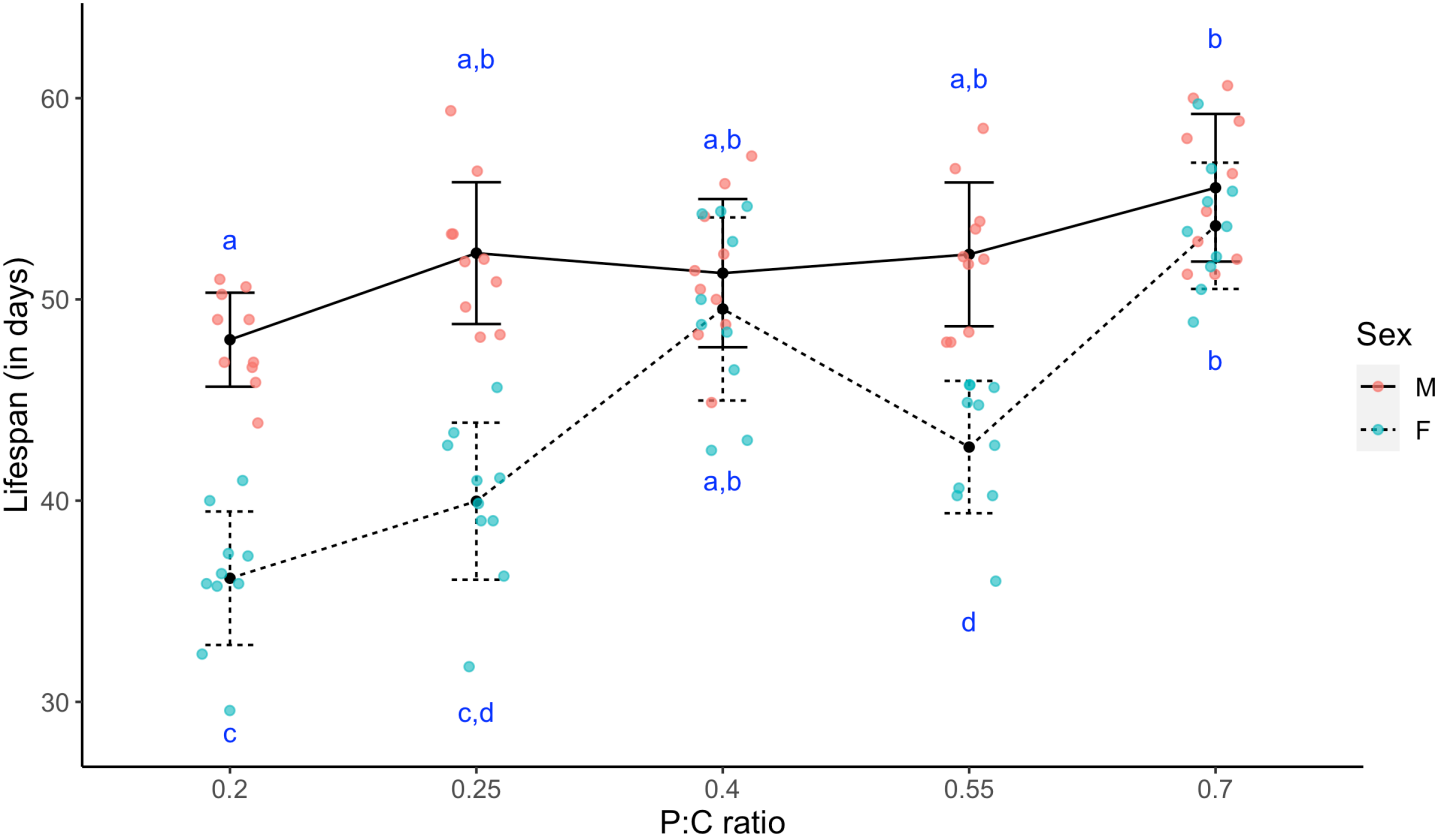
Effect of diet on lifespan. Mean (±SEM) lifespan of the flies reared on different diets. The line‐scatter plot represents the average lifespan of flies reared on diets with different P:C ratios The scatter points denote the mean of the lifespan of 10 flies of each sex housed together. Different lower‐case alphabets denote statistically significant differences (*p* < .05).

### 3.4 Carbohydrate accelerates aging and impairs late‐life physiology and behavior

Consistent with the effect of macronutrient composition on lifespan, our experiments also reveal the role of varying protein‐to‐carbohydrate ratios on late‐life locomotor activity of males (Figure 4A, *F*_4,148_ = 2.3621, *p* = .05) and gut physiology of female flies (Figure 4B, *F*_4,45_ = 4.518, *p* = .0037). We report that the functional status of both these traits was better in flies that consuming food with higher P:C ratio. Male flies reared on a high protein diet with a P:C ratio of 0.7 were more active than those reared on a high carbohydrate diet with a P:C ratio of 0.25 (Cohen's *d* = 0.82; Large effect size). Females reared on a low carbohydrate diet with a P:C ratio of 0.7 showed increased gut integrity when compared to females reared on a high carbohydrate diet with P:C ratio of 0.25 (Tukey's *p* = .0043). It is important to highlight that the observed decline in the performance of the flies under carbohydrate‐rich diets are specific to older age. This is because, in their early stages, there was no significant difference in locomotor activity among the flies across any of the diet regimes for either sex (Figure S7; *F*_4,305_ = 1.7, *p* = .15). Our studies, thereby, suggests a correlation between increased dietary carbohydrate to reduced late‐life activity in male flies and compromised gut health in female flies.

**FIGURE 4:**
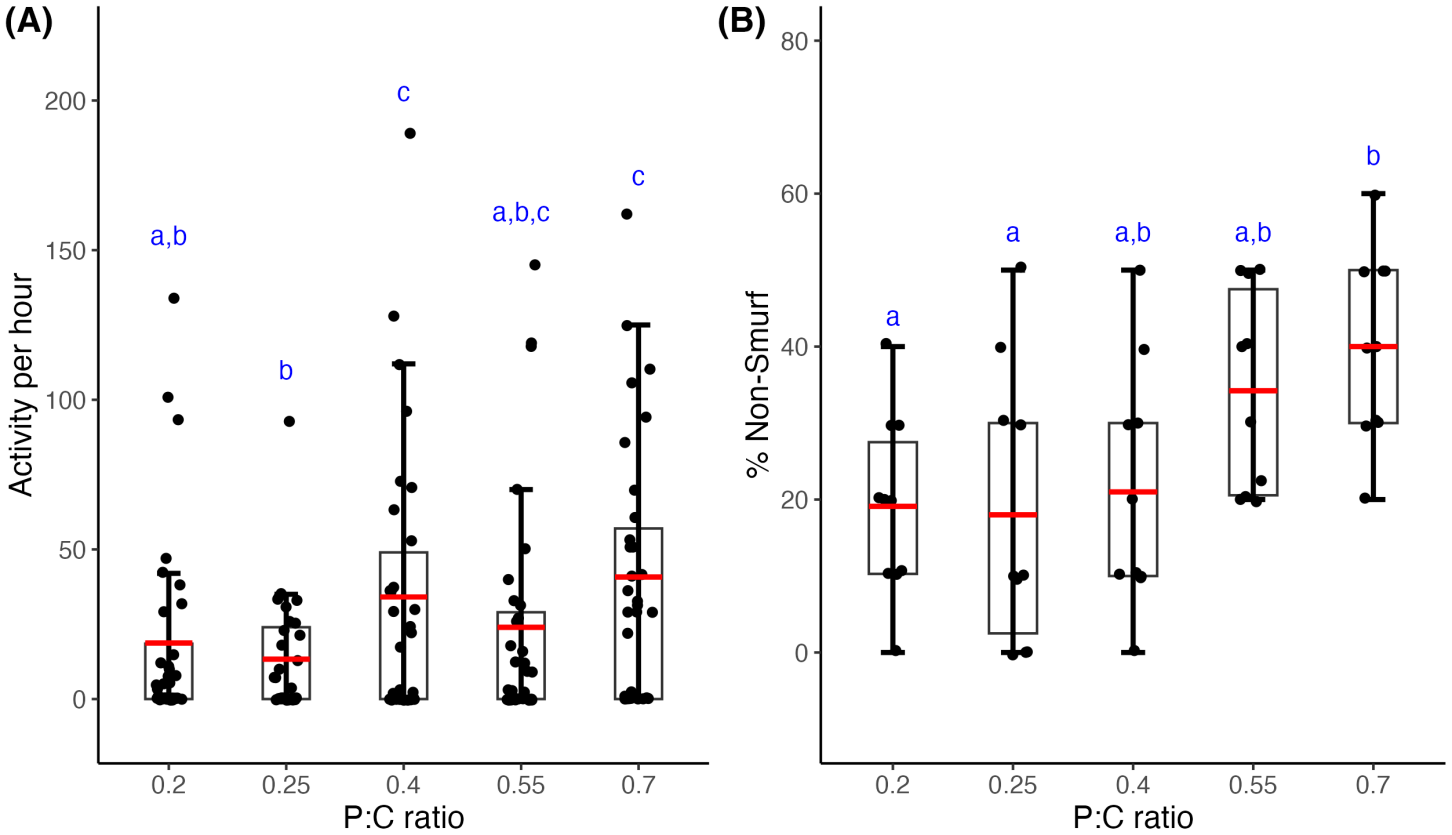
Effect of diet on late‐life fitness. (A) Mean (±SEM) locomotor activity of male flies reared on different diets. (B) Mean (±SD) percentage of female flies with intact gut lining. The red line, lower and upper edge of the box, lower and upper end of the whiskers represent the mean, 25th, 75th, 5th, 95th percentile of the data. The scatter points denote the (A) late‐life locomotor activity of a male and (B) percentage of females which remained non‐Smurf (i.e., healthy) in each vial. Different lower‐case alphabets denote statistically significant differences (Cohen's *d* > 0.5 or *p* < .05).

### 3.5 Impact of protein‐to‐carbohydrate (P:C) ratios on gene expression levels in *Drosophila melanogaster*

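Females reared on 4 isocaloric diets, with P:C ratios from 0.25 through 0.4 and 0.55 to 0.7, were frozen on day 13 post egg collection, with 12 flies pooled in each biological replicate and 3 replicates per diet. Polyadenylated RNA from each pool was sequenced as paired-end reads. The authors trimmed the reads, aligned them to dm6 with hisat2 and counted them over transcripts with Seqmonk. The deposited values are these raw counts, without normalization, for 15448 transcripts, with no gene represented by more than 1 transcript. Between 6094226 and 13245114 reads per sample were counted on transcripts. The median total was 7853303 at a P:C ratio of 0.25, 7785624 at 0.4, 6562744 at 0.55 and 10389451 at 0.7. The smallest share that the depth can show, 3 counts of a sample's total, lay between 0.226 and 0.492 CPM (counts scaled to a common library size), which covers counting error only. No read was counted for 2735 transcripts in any sample. Each pair of diets was compared on its own 6 samples with edgeR's quasi-likelihood test, after TMM normalization and removal of transcripts with low counts. A transcript was called differentially expressed (DE) when its Benjamini-Hochberg adjusted p was under 0.05 and it changed by more than 1.5-fold. Transcripts carry the names of the deposited table. For 23.2% of them the table also lists a gene that overlaps the transcript but is not its own gene, and this second name was not used. Coordinates are those of the table, on dm6.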

To further investigate the effect of varied protein‐to‐carbohydrate ratio isocaloric diets on gene expression profiles, we performed transcriptomic analysis of adult female flies. 

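Principal components were computed from log2 CPM (prior count 2) of the 9928 transcripts that passed the low-count filter over all 12 samples, centred and not scaled. PC1 held 42.7% of the variance and PC2 held 11.4%. The share on PC1 moved most without the low-count filter, to 30.8%. Flies fed the diet with a P:C ratio of 0.25 had a mean PC1 score of -27.7 ± 10.9 (SD, n = 3 samples), with single samples between -38.2 and -16.4. On the diet with a P:C ratio of 0.7 the mean PC1 score was 30.4 ± 9.71 (SD, n = 3 samples), with single samples between 19.8 and 39.0. The gap between the 2 means was 58.1 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). With each of the 12 samples left out in turn, this gap stayed between 56.9 and 65.4. The mean Euclidean distance between a sample of one of these diets and a sample of the other was 66.5 ± 8.64 (SD over 9 sample pairs), the largest among the 6 pairs of diets. In the direct comparison of these diets, 1902 of 9845 tested transcripts were DE, of which 177 were higher and 1725 lower at a P:C ratio of 0.7. Without the fold-change minimum 1551 of 3800 were higher, and with scaling by library size alone as well 2471 of 4451 were higher. The direction therefore depends on these settings.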

Principal component analysis (PCA) indicates a distinct separation on PC1, between flies fed on diets having a P:C ratio of 0.25 and P:C ratio of 0.7, suggesting highly dissimilar transcriptional profiles (Figure 5a) across the expressed genes (Table S2). Meanwhile, expression profiles of flies fed on diets with P:C ratio of 0.4 and 0.55, while equidistant from the other two conditions (P:C ratio of 0.25 & P:C ratio of 0.7) on the PCA plot, tend to cluster together, thereby indicating that transcriptional profiles of the intermediate diet (P:C ratio of 0.55) mirrors that of the control (P:C ratio of 0.4) (Figure 5a). This is confirmed by the sparse number of differentially expressed (DE) genes (25) between the control (P:C ratio of 0.4) versus P:C ratio of 0.55 diet conditions (Table S4, Figure 5d). 

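The samples of the control diet (P:C ratio of 0.4) had a mean PC1 score of -1.05 ± 7.57 (SD, n = 3), and those of the intermediate diet (P:C ratio of 0.55) had a mean of -1.68 ± 13.0 (SD, n = 3). The 2 means differed by less than the spread between replicates (exact permutation test, two-sided, p = 1). With the mean of the 0.25 diet placed at 0 and that of the 0.7 diet at 1, the control diet lay at 0.459 ± 0.130 (SD, n = 3) and the intermediate diet at 0.448 ± 0.224 (SD, n = 3), both closer to the midpoint of 0.5 than their SD. When each sample was left out in turn, these positions stayed between 0.369 and 0.499 and between 0.336 and 0.556. No sample of either diet overlapped with the samples of the 0.25 or the 0.7 diet on PC1. Over all filtered transcripts, the mean distance between a control sample and an intermediate sample was 42.8 ± 2.61 (SD over 9 sample pairs). The next smallest distance, between the 0.25 and the control samples, was 48.0 ± 5.70 (SD over 9 sample pairs), a difference smaller than that SD. The distance was 49.5 between the 0.25 and the intermediate samples, 50.1 between the control and the 0.7 samples and 51.2 between the intermediate and the 0.7 samples. The distance between the control and the intermediate samples was 0.807 times the mean over the other 5 pairs of diets, and between 0.781 and 0.826 times that mean with each sample left out in turn. Without the low-count filter it was 0.892 times the mean of the other pairs.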

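Of 9638 transcripts tested between the intermediate and the control diet, 4 were DE and all 4 were higher on the intermediate diet. An unadjusted p under 0.05 was found for 347 transcripts. In 7.24% of the tested transcripts the normalized counts of the 3 samples of one diet all lay above those of the other, against 10% by chance. With DESeq2 and its shrunken fold change in place of edgeR's test, which moved this count most, 25 transcripts were DE, including all 4. Across the 6 fits that each left out one replicate, the count ran from 0 to 20. CG9463-RB, on chromosome 2L from 8765273 to 8768710, had 37.8 ± 6.54 CPM (SD, n = 3) on the intermediate diet and 6.66 ± 2.59 (SD, n = 3) on the control diet, a log2 fold change of 2.51 (standard error 0.25, adjusted p = 0.0104 from edgeR). CG8093-RB, on chromosome 2R from 15214060 to 15215686, had 35.8 ± 4.07 CPM (SD, n = 3) against 11.2 ± 2.70 (SD, n = 3), a log2 fold change of 1.67 (standard error 0.18, adjusted p = 0.0159 from edgeR). CR11538-RC overlaps another transcript of the table, Lsp2-RB, on the opposite strand, so that reads of either could have been counted for both, and its log2 fold change was 1.36 (standard error 0.13, adjusted p = 0.0104 from edgeR). Its adjusted p rose to 0.388 when all 12 samples were fitted together. Lsp2-RB, the DE transcript outside the naming rule, was named after its values were seen and had a log2 fold change of 1.36 (standard error 0.13, adjusted p = 0.0104 from edgeR). To the digits given, these values equal those of CR11538-RC, which points to the same reads counted for both despite the opposite strands. The 4 calls are therefore not all independent, and the fit to all 12 samples kept 2 of them, CG9463-RB and CG8093-RB.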

On the other hand, we report a total of 160 DE genes in a diet with a P:C ratio of 0.25 and 287 DE genes in a diet with a P:C ratio of 0.7, when compared to the control diet (Figure 5c, Table S3; Figure 5e, Table S5). 

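Between the diet with a P:C ratio of 0.25 and the control, 62 of 9743 tested transcripts were DE, and between the diet with a P:C ratio of 0.7 and the control, 427 of 9705. An unadjusted p under 0.05 was found for 1654 and for 3183 transcripts. The samples of the 2 diets did not overlap in 2204 of the transcripts tested for the 0.25 diet (22.6%) and in 3491 of those tested for the 0.7 diet, against 10% by chance. Among the DE transcripts this held for all 62 and for 424 of 427. DESeq2 called 160 and 287 transcripts, which included 57 of the 62 and 258 of the 427. When each replicate was left out in turn, the counts ran from 2 to 394 for the 0.25 diet and from 46 to 862 for the 0.7 diet. The transcripts with the largest increases at a P:C ratio of 0.25 were CG8147-RA, CG3264-RB and Obp19a-RC. CG8147-RA, on chromosome 3R from 9494801 to 9496723, had 42.5 ± 24.8 CPM (SD, n = 3) at a P:C ratio of 0.25 and 1.63 ± 1.79 (SD, n = 3) on the control diet, a log2 fold change of 4.74 (standard error 0.62, adjusted p = 0.0226 from edgeR). CG3264-RB, on chromosome 2R from 22208464 to 22210765, had 119 ± 8.75 CPM (SD, n = 3) against 12.6 ± 6.07 (SD, n = 3), a log2 fold change of 3.25 (standard error 0.25, adjusted p = 0.00305 from edgeR). It passed both thresholds in all 6 fits that left out one replicate, CG8147-RA in 3, Obp19a-RC in 2, Sodh-1-RA in 3 and CG34148-RC in 1. Obp19a-RC rose by 2.95 on the log2 scale (standard error 0.38), from 0.542 CPM, close to the smallest share that the depth can show. The 2 DE transcripts that were lower were Sodh-1-RA, with a log2 fold change of -0.92 (standard error 0.12), and CG34148-RC, with -0.66 (standard error 0.10), which overlaps another transcript of the table.

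**Figure D1:**
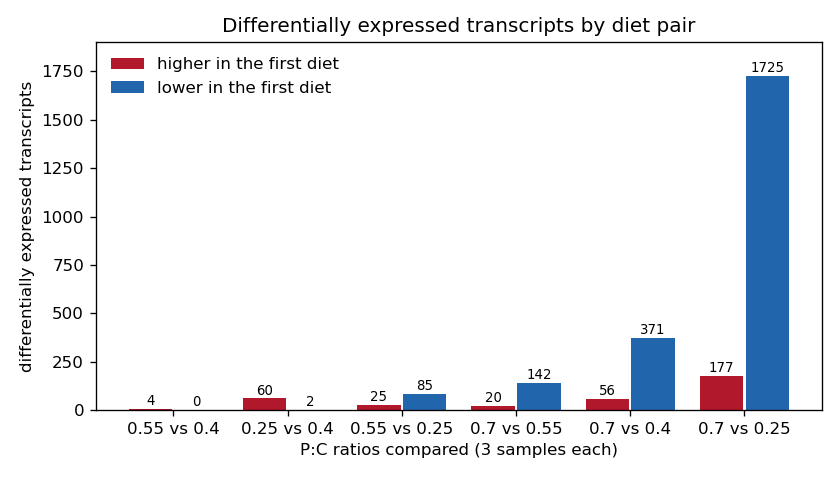
Number of DE transcripts (vertical axis) for each of the 6 pairs of diets (horizontal axis, 3 samples per diet), with red bars for transcripts higher and blue bars for transcripts lower in the diet named first. The intermediate and control diets are separated by 4 transcripts and the 0.7 and 0.25 diets by 177 higher and 1725 lower. The latter direction depends on the fold-change minimum and the scaling.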

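Of the DE transcripts at a P:C ratio of 0.25, 60 were higher and 2 were lower than on the control diet, so that 96.8% were higher (95% Clopper-Pearson interval 88.8% to 99.6%). At a P:C ratio of 0.7, 56 were higher and 371 were lower, or 13.1% higher (95% Clopper-Pearson interval 10.1% to 16.7%) and 86.9% lower. The 2 intervals do not overlap. They treat transcripts as independent, which co-regulated transcripts are not. The share that was higher at a P:C ratio of 0.7 was 27.9% without a fold-change minimum, 26.5% when counts were scaled by library size alone and 50.8% with both changes, so that the direction depends on these settings. When each replicate was left out in turn, the share that was higher stayed between 78.6% and 100% at a P:C ratio of 0.25 and between 5.56% and 29.9% at a P:C ratio of 0.7.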

Interestingly, we find a shift in the regulation profiles between the diet with a P:C ratio of 0.25 and a diet with a P:C ratio of 0.7 when compared to the control, with 95% of the genes being upregulated in the former as compared to 11.8% in the latter (88.2% downregulated) (Figure 5c,e). Heatmap analysis of the top 77 DE genes (detailed methodology for choosing the genes provided in the methods section) suggest distinct differences in the gene expression profile across the test groups (Figure 5b). This indicates a rewiring of the gene regulation machinery in response to change in protein‐to‐carbohydrate ratio of the diet, while also alluding to a dosage‐dependent effect for the cause of the phenomenon. 

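Applied to Tables S3, S4 and S5, the paper's rule for the heatmap gave 75 distinct transcripts, of which 74 passed the low-count filter over all samples. The values compared were z-scores of log2 CPM, averaged over the 3 samples of each diet. The Euclidean distance between diets over the 74 transcripts was 16.5 between the 0.25 and the 0.7 diet, 12.2 between the 0.25 and the intermediate diet and 11.6 between the 0.25 and the control diet. Between the control and the 0.7 diet it was 11.5. The intermediate diet lay 7.97 from the control and 8.74 from the 0.7 diet, a ratio of 0.912. With each sample left out in turn this ratio ran from 0.848 to 1.04, on both sides of 1. With z-scores of the raw counts, the values named in the legend of Figure 5b, the intermediate diet lay 7.28 from the control and 4.94 from the 0.7 diet. These transcripts were selected for their differences in the same samples, so the distances only describe the samples.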

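To measure change along the diets, the P:C ratio was entered as a number in one edgeR fit to all 12 samples. An adjusted p under 0.05 for the slope was found for 3642 of the tested transcripts, of which 1701 rose and 1941 fell with the P:C ratio. With scaling by library size alone 2192 rose and 1829 fell, so that which direction is more frequent depends on the scaling. When each sample was left out in turn, this count ran from 1638 to 4521. The slope is the change in log2 expression per unit of P:C ratio. The rising transcripts with the smallest p were tobi-RA, with a slope of 4.46 (standard error 0.56, adjusted p = 0.00027 from edgeR), and CG3609-RC, with a slope of 1.42 (standard error 0.19, adjusted p = 0.000347 from edgeR). Expression of tobi-RA, which overlaps another transcript of the table, was 89.2 ± 8.22, 103 ± 36.2, 234 ± 47.5 and 321 ± 69.0 CPM (SD, n = 3) on the diets in order of rising P:C ratio. The falling transcripts with the smallest p were Mlc2-RA, with a slope of -4.35 (standard error 0.41, adjusted p = 0.000138 from edgeR), and CG10550-RB, with a slope of -2.43 (standard error 0.23, adjusted p = 0.000138 from edgeR). Mlc2-RA had 1479 ± 71.1, 660 ± 99.7, 597 ± 125 and 343 ± 18.1 CPM (SD, n = 3) in the same order of diets. The step between the control and the intermediate diet was smaller than the SD of either diet for Mlc2-RA and larger than both for tobi-RA. All 4 transcripts kept an adjusted p under 0.05 in the 12 fits that each left out one sample.

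**Figure D2:**
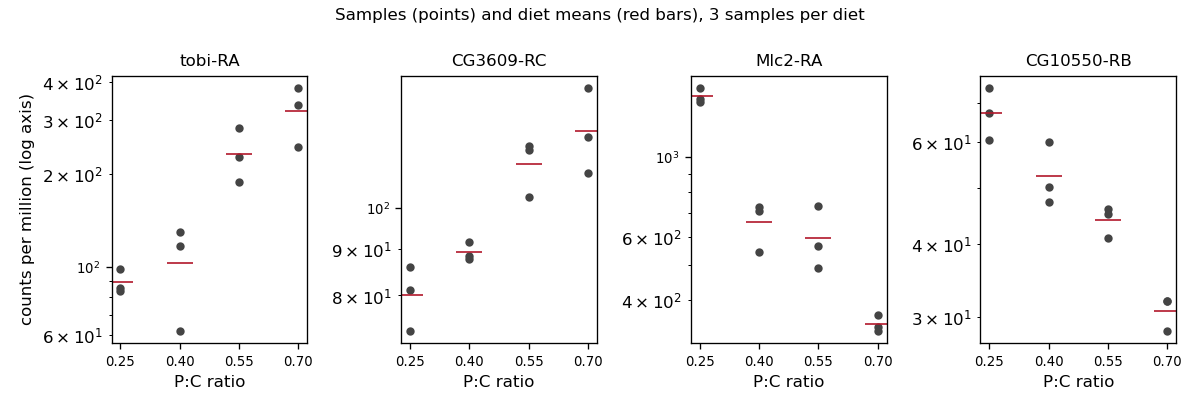
CPM on a log axis (vertical) at each P:C ratio (horizontal) for tobi-RA, CG3609-RC, Mlc2-RA and CG10550-RB. Points are samples and red bars are means of 3 samples, with tobi-RA between 89.2 and 321 and Mlc2-RA between 1479 and 343 on average.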

To investigate further into the category of genes being differentially expressed in different test groups, we performed Gene Ontology analysis (Tables S6 and S7). We find that for the diet with a P:C ratio of 0.25 condition (high carbohydrate, low protein diet), genes which are involved in muscle development are upregulated (Figure S8A). 

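The muscle genes were taken as the 13 transcripts that Table S6 lists under the myofibril assembly term. They were listed there from calls on the same samples, so they had been selected for a change in this comparison. All 13 were higher at a P:C ratio of 0.25 than on the control diet, with log2 fold changes from 0.66 to 1.67 and a median of 0.94. Camera, limma's competitive test of a list against all other transcripts, gave p = 4.94e-39 with its preset inter-gene correlation of 0.01. The adjusted p from camera was 3.96e-38, over the 8 tests of the 4 lists chosen before the data were examined. With the correlation estimated from the list, camera gave p = 0.0103 (adjusted p = 0.0765). An exact two-sided permutation test of the median over the splits of the 6 samples gave p = 0.1, the smallest they allow. Of the 13, 9 passed both thresholds with p adjusted over all tested transcripts, and all 13 had an adjusted p under 0.05 when the adjustment covered the list alone. Across the 6 fits that left out one replicate, the number past both thresholds ran from 0 to 13. Act88F-RA, on chromosome 3R from 15439969 to 15442177, had 633 ± 43.1 CPM (SD, n = 3) against 199 ± 72.9 (SD, n = 3), a log2 fold change of 1.67 (standard error 0.22, adjusted p = 0.0226 from edgeR). Zasp67-RE, on chromosome 3L from 9787933 to 9797687, had 18.7 ± 2.24 CPM (SD, n = 3) against 6.86 ± 1.90 (SD, n = 3), a log2 fold change of 1.44 (standard error 0.21, adjusted p = 0.0277 from edgeR). The third, fln-RA, overlaps another transcript of the table and had a log2 fold change of 1.18 (standard error 0.21, adjusted p = 0.0489 from edgeR). Its adjusted p was 0.0538 with DESeq2's size factors. Of the 6 fits that left out one replicate, Act88F-RA passed in 4, Zasp67-RE in 1 and fln-RA in 2. In the comparison of the 0.7 diet with the control, for which the list was not chosen, all 13 were lower. The median log2 fold change was -0.63 and 10 passed both thresholds. This number ran from 1 to 13 across the 6 fits that left out one replicate. It was 6 with DESeq2 and 6 with scaling by library size alone. Camera gave p = 2.28e-16 (adjusted p = 9.11e-16), or p = 0.0515 (adjusted p = 0.137) with the estimated correlation, and the exact permutation p was 0.1. On the intermediate diet the median was -0.07 and 0 of the 13 passed, with a camera p of 0.0108 (adjusted p = 0.0216), or 0.454 (adjusted p = 0.624) with the estimated correlation, and an exact permutation p of 0.9.

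**Figure D3:**
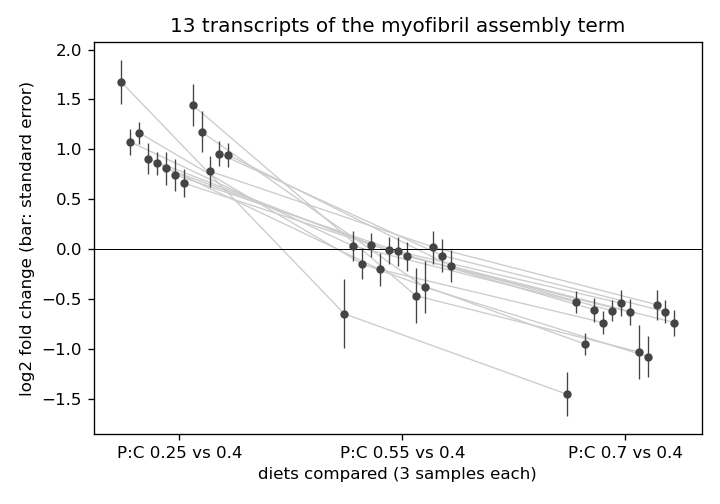
Log2 fold change against the control diet (vertical axis) of each of the 13 transcripts of the myofibril assembly term at P:C ratios of 0.25, 0.55 and 0.7 (horizontal axis, 3 samples per diet). Points are transcripts, bars are standard errors and grey lines join the same transcript, with medians of 0.94, -0.07 and -0.63.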

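The fatty acid genes were taken as the 8 transcripts that Table S7 lists under the fatty-acyl-CoA metabolic process term, a list drawn from calls on the same samples. At a P:C ratio of 0.7 all 8 were lower than on the control diet and all 8 passed both thresholds, with log2 fold changes from -2.15 to -0.66 and a median of -0.97. Camera gave p = 3.35e-15 (adjusted p = 8.94e-15), or p = 0.0191 (adjusted p = 0.0765) with the estimated correlation, and the exact permutation p was 0.1. CG4830-RA, on chromosome 3R from 12208159 to 12210360, had 5.94 ± 1.59 CPM (SD, n = 3) at a P:C ratio of 0.7 and 27.0 ± 6.62 (SD, n = 3) on the control diet, a log2 fold change of -2.15 (standard error 0.24, adjusted p = 0.00481 from edgeR). It passed in all 6 fits that left out one replicate, over which the number of the 8 that passed ran from 2 to 8. CG17562-RA, on chromosome 3R from 16615309 to 16617154, had 8.21 ± 1.58 CPM (SD, n = 3) against 24.0 ± 8.14 (SD, n = 3), a log2 fold change of -1.54 (standard error 0.26, adjusted p = 0.0178 from edgeR). CG9993-RA had a log2 fold change of -1.10 (standard error 0.27, adjusted p = 0.0412 from edgeR). CG17562-RA and CG9993-RA each passed in 2 of the 6 fits that left out one replicate. At a P:C ratio of 0.25, 7 of the 8 were higher than on the control diet, with a median log2 fold change of 0.28, and 0 passed. The camera p there was 0.0915 (adjusted p = 0.122) and the exact permutation p 0.3. On the intermediate diet the median was -0.07 and 0 passed, with a camera p of 0.0383 (adjusted p = 0.0613) and an exact permutation p of 0.7.

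**Figure D4:**
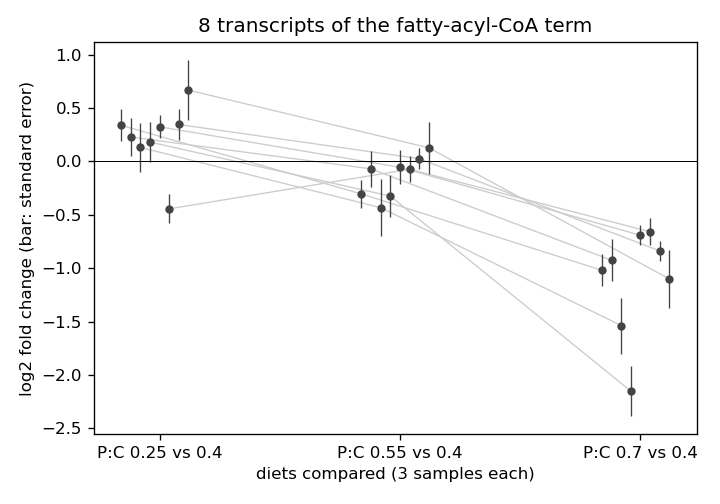
Log2 fold change against the control diet (vertical axis) of each of the 8 transcripts of the fatty-acyl-CoA metabolic process term at P:C ratios of 0.25, 0.55 and 0.7 (horizontal axis, 3 samples per diet). Points are transcripts, bars are standard errors and grey lines join the same transcript, with medians of 0.28, -0.07 and -0.97.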

Whereas, for the diet with a P:C ratio of 0.7 condition, we find that genes involved in fatty acid synthesis process (including long‐chain fatty acyl CoA synthetases), were significantly downregulated, indicating a transcriptome poised for reduced expression of genes involved in synthesis of fatty acids (Figure S8B). Taken together, our study here uncovers a distinct diet‐dependent modulation of gene expression profiles in adult female flies.

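The changes of the 0.25 and the 0.7 diet from the control were compared transcript by transcript. Of the DE transcripts, 27 were shared by these comparisons, and all 27 changed in opposite directions. Of the 59 DE transcripts of the 0.25 diet that were also tested at a P:C ratio of 0.7, 53 had the opposite sign there, as did 326 of the 427 DE transcripts of the 0.7 diet at a P:C ratio of 0.25. All 4 DE transcripts of the intermediate diet were also DE at a P:C ratio of 0.7 and 0 at a P:C ratio of 0.25. Across all filtered transcripts, which are not independent replicates, the log2 fold changes of the 0.25 and the 0.7 diet had a Pearson correlation of -0.176. The control samples enter both changes, which raises this correlation. It was -0.571 when the 0.7 diet was instead compared with the intermediate diet and no sample was shared, and 0.313 without the low-count filter. With each sample left out in turn, the correlation of -0.176 ran from -0.216 to 0.00086, the latter without replicate 2 of the control diet. From the separation of the diets on the PCA plot, the numbers and directions of DE genes and the gene categories among them, the paper concludes that expression profiles in adult females depend on the diet.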

**FIGURE 5:**
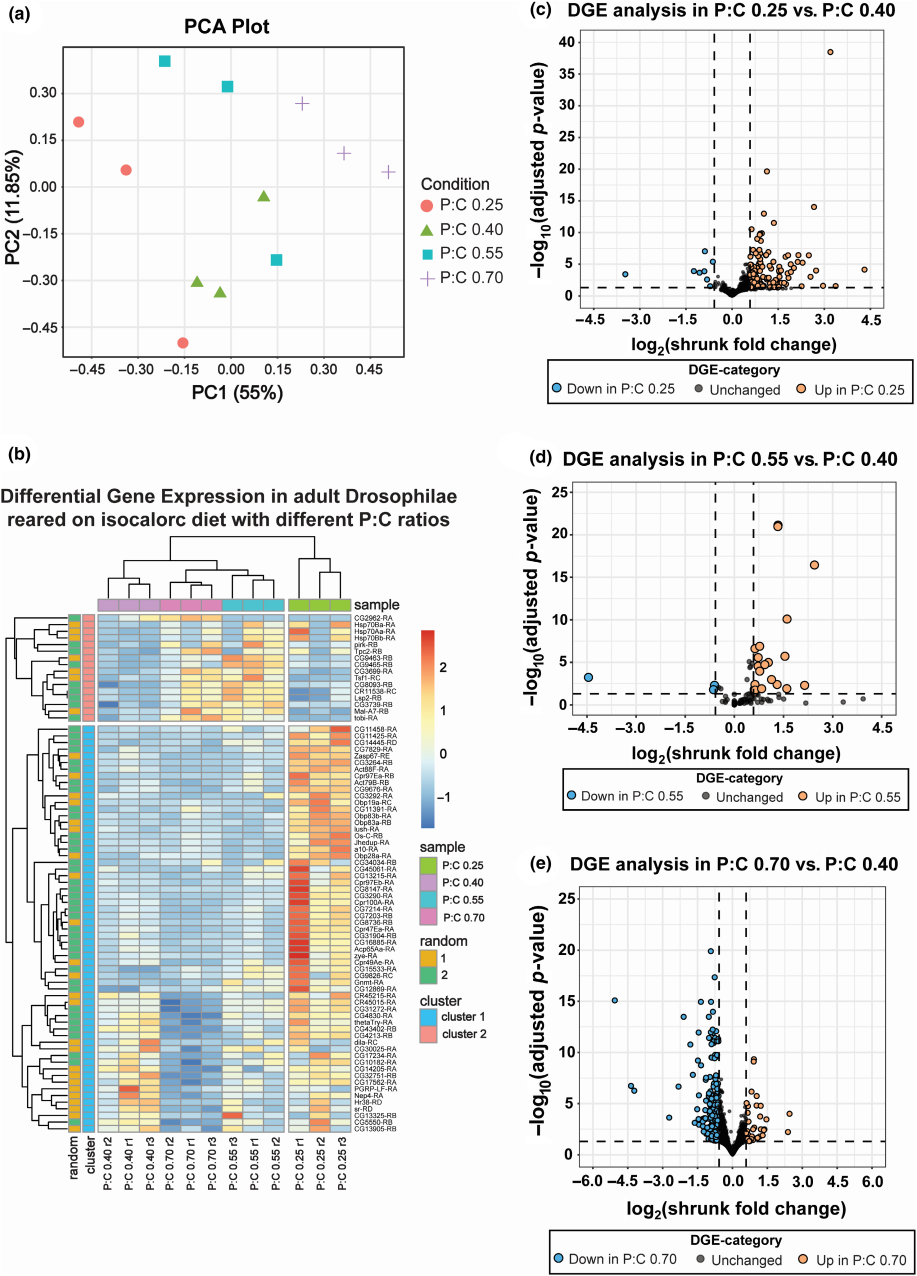
Impact of diet on gene expression profile. (a) Principal component analysis (PCA) plot showing the gene expression data of flies maintained on four distinct diet regimes: P:C ratios of 0.25, 0.4, 0.55, and 0.7. (b) Heatmap showing the expression patterns and clustering of the 77 differentially expressed genes from each category. (40 genes between P:C ratio of 0.4 and P:C ratio of 0.25, 40 genes between P:C ratio of 0.4 and P:C ratio of 0.7, and 5 genes between P:C ratio of 0.4 and P:C ratio of 0.55, duplicates excluded). The heatmap color spectrum indicates the normalized *z*‐score values ([*z*‐score = (*x*‐mean(*x*))/SD(*x*)], where *x* represents raw counts). (c–e) Volcano plot comparing gene expression levels between flies reared on the baseline diet (P:C ratio of 0.4) and the carbohydrate‐rich diet (P:C ratio of 0.25) (c), the intermediate diet with a P:C ratio of 0.55 (d) and the protein‐rich diet with a P:C of 0.7 (e). We have applied a 1.5 fold cut‐off [log2(shrunk fold change) > abs(0.585)] to identify differentially expressed genes for all three comparisons.

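The rule of 40, 40 and 5 transcripts was applied to the paper's tables by absolute fold change. The tables share transcripts, which were counted once. The same rule applied to the DE transcripts called with edgeR gave 78 distinct transcripts, over which the intermediate diet lay 7.77 from the control and 8.39 from the 0.7 diet.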

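With the adjusted p alone and no minimum fold change, edgeR called 69 transcripts for the 0.25 diet, 4 for the intermediate diet and 888 for the 0.7 diet against the control. Of these, 67, 4 and 248 were higher than on the control diet.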

## 4 DISCUSSION

Food provides essential calories for vital activities in an organism, but its significance extends beyond its caloric content (Simpson & Raubenheimer, 2012). Macronutrients obtained from food play a crucial role in growth, development, and maintenance of bodily functions (Raubenheimer & Simpson, 1997; Simpson & Raubenheimer, 2009). However, excessive or inadequate intake of macronutrients can negatively impact organismal health and performance (Lee, 2015; Lee et al., 2008). Our study systematically investigates how altering the relative proportion of carbohydrate and protein in isocaloric diets affects various life‐history traits and gene expression profile in *D. melanogaster*. Using a large outbred population (*n* ~ 2100), we explore the complex relationship between diet and organismal performance across multiple phenotypes pertaining to development, reproduction and survival. Previous research primarily used isogenic lines, making it unclear if those results extend to populations with standing genetic variations in natural settings, particularly given substantial genotype × environment interactions observed in other studies (Heianza & Qi, 2017; Roche et al., 2005; Ussar et al., 2015).

In order to examine the effect of diet composition (protein to carbohydrate ratio) on development, we quantified the time taken for flies to develop from embryonic stage to adult eclosion. We observed that an increased proportion of carbohydrates in the diet resulted in a longer developmental period for the flies. This aligns with previous studies that showed a delay in developmental time due to a decrease in protein content (Lee et al., 2008; Matzkin et al., 2011). A possible explanation for this finding can be found in an earlier study by Almeida de Carvalho & Mirth, 2017, who reported that larvae regulate their food consumption in order to achieve an intrinsic threshold level of protein intake. As a result, when raised on an isocaloric high‐carbohydrate diet with a low P:C ratio, larvae need to feed for a longer duration to obtain sufficient protein intake, while under a low‐carbohydrate diet with a high P:C ratio, larvae reach their protein‐intake goal more quickly, resulting in a shorter overall pre‐adult developmental time. This hypothesis can be tested by conducting targeted experiments that measure the feeding rate and quantify the amount of carbohydrates and protein consumed relative to the total food intake. Despite a substantial (~48 h) difference in developmental time between flies reared on diets with different compositions, pre‐adult viability was not impacted by diet. This suggests that even under the experimental diet with the lowest P:C ratio, flies were able to satisfy their necessary protein requirements for pre‐adult growth and development, albeit at a later time point. Additionally, no difference in sex ratio was observed across our experimental diets, indicating that no diet‐induced developmental plasticity was present under these dietary regimes, a phenomenon that is often seen in various organisms (reviewed in Rosenfeld & Roberts, 2004).

Pre‐adult development time is known to play a crucial role in shaping an organism's body size and morphology, especially in insects (Atkinson & Sibly, 1997; Davidowitz et al., 2004; Nijhout, 2003; Nylin & Gotthard, 1998). Previous studies have indicated that extending the pre‐adult period leads to an increase in body size, while shortening it results in a decrease in body size (Davidowitz et al., 2004). However, in our study, we did not observe a substantial difference in body size, neither in males nor females, across the experimental isocaloric food regimes with varying protein to carbohydrate ratios. This suggests that, as previously explained, the flies reared on a low P:C ratio diet required a significantly longer time to attain their protein requirement. However, in the process, the diet with the lower P:C ratiodid not result in additional growth. It is interesting to note that the flies aim to achieve a certain body size irrespective of the time they take to develop as body size is an important contributor to fitness for the flies in terms of aggression for the males (Partridge & Farquhar, 1983) and higher fecundity for females (Lefranc & Bundgaard, 2000). This illustrates that the correlation between pre‐adult development time and body size can be context‐specific and dependent on various factors. This raised the question of whether the surplus carbohydrate intake is prioritized for reproductive purposes instead of growth on high‐carbohydrate diets (Lee et al., 2008). To test this hypothesis, we investigated reproductive output across the experimental diet regimes.

Interestingly, even though flies reared on different experimental diets had similar body sizes, we observed a significant effect of diet composition on the number of viable offspring produced by adult *Drosophila* pairs (henceforth termed as reproductive output; Figure 3). An increase in the relative proportion of carbohydrates in the diet resulted in a significant decrease in reproductive output. The observed discrepancy of reduced reproductive output on a carbohydrate‐rich diet, despite comparable body sizes, aligns with findings from a prior study. This research indicated that elevated sugar intake leads to cholesterol accumulation, subsequently reducing fertility (Brookheart et al., 2017). In addition to the detrimental effect of excessive carbohydrate consumption on reproduction, dietary protein is known to stimulate ovarian stem cell proliferation and oogenesis (Drummond‐Barbosa & Spradling, 2001), resulting in greater reproductive output. These findings are supported by several studies that have reported a reduction in female fecundity when dietary protein content is decreased or sugar intake is increased (Lee, 2015; Lushchak et al., 2014; Savola et al., 2021). They also underscore the observed difference in fertility of flies reared on diets with different P:C ratios in the current study, with a staggering more than four‐fold increase in the number of offspring observed on the isocaloric experimental diet with the lowest carbohydrate content compared to that with the highest carbohydrate content.

A negative correlation between reproductive output and lifespan is a widely recognized phenomenon across species, including *Drosophila* (Flatt & Kawecki, 2007; Hunt et al., 2004; Rose, 1984). This trade‐off is thought to originate owing to resources directed towards reproduction, reducing available resources for somatic maintenance and repair, leading to accelerated senescence and reduced lifespan (Kirkwood & Rose, 1991). However, in a study on *Drosophila*, ablating the germ line had no effect on longevity (Barnes et al., 2006), suggesting that the association between these two traits can be uncoupled (Piper et al., 2017). Interestingly, the association between reproduction and lifespan can even be positively correlated if any factor impacts both the traits in the same manner independently. Carbohydrate‐rich diets have been found to reduce lifespan, as well as lower egg‐laying capability in fruit flies with low protein diets (Lushchak et al., 2014). Our current study on *Drosophila* also showed that with decreasing P:C ratio, lifespan decreases. Further, it is interesting to note that the signature is more pronounced in females than males, consistent with earlier findings that females are more vulnerable to the adverse effects of high‐sugar diets in fruit flies (Chandegra et al., 2017). Supporting the notion of the findings of our study, several studies have demonstrated that a high‐sugar diet can lead to cardiomyopathy, elevated oxidative stress, and diabetes‐like phenotypes, thereby compromising the lifespan of adult *Drosophila* (Ecker et al., 2017; Musselman et al., 2019; Na et al., 2013; Palanker Musselman et al., 2011), whereas the lifespan of flies increased with increasing protein consumption (Lee, 2015; Savola et al., 2021). However, our results are in contrast to other studies that found no difference in lifespan between flies reared on high protein and high carbohydrate diets (Watada et al., 2020) or where they found that consuming high carbohydrate and low protein maximizes lifespan (Bruce et al., 2013). There are also empirical evidences suggesting that the effect of dietary P:C ratio on lifespan is non‐linear and follows an inverted U‐shaped curve (Lee et al., 2008), influenced by factors like genetic backgrounds and temperature. It is understandable that significant changes in parameters, such as increasing the P:C ratio further, altering temperature, or genetic background, could lead to a reduction in lifespan at higher P:C ratios. Given these conflicting findings, a more targeted investigation is needed to understand the mechanistic underpinnings of the impact of macronutrients on lifespan, which is beyond the scope of the current study. Instead, we examined the effects of macronutrient composition on health span by studying the functional senescence of adult locomotor activity and gut physiology.

Lifespan serves as a crucial measure of organismal evolutionary fitness. However, it provides an incomplete binary view of organismal performance. A more informative approach is to examine the gradual decline in functional status with age, or functional senescence, of an organism's various traits. This perspective is mirrored in human gerontology research, which has recently shifted its focus from extending lifespan to extending the period of healthy, active, and disability‐free living, referred to as health span (Partridge, 2016). In our study, we found that male flies reared on a low carbohydrate, high protein diet exhibited greater activity levels at a later age. Similarly in females, with increasing P:C ratio, we observed a delayed decline in gut lining integrity, as indicated by the higher proportion of flies exhibiting the non‐Smurf phenotype (Figure 4B). These findings are consistent with prior research, which found that increasing sugar content in the diet increased the proportion of flies displaying a leaky gut phenotype (Pereira et al., 2018, however see Galenza & Foley, 2021). Taken together, our findings suggest that increasing the relative proportion of carbohydrate and decreasing the proportion of protein in the isocaloric diet accelerates functional senescence in flies, leading to a shorter lifespan.

Prompted by the significant influence of diet composition on key life‐history traits, including the preadult developmental period, reproductive output, aging, and lifespan, we expanded our exploration to effects at a sub‐organismal level. With the understanding that the traits mentioned above are polygenic, we conducted an untargeted transcriptomic analysis of whole‐fly samples. The findings reveal a robust diet‐induced plasticity in gene expression (Figure 5), corroborating with earlier studies (Haro et al., 2019; Whitaker et al., 2014). Notably, our investigations involved a large, outbred *D. melanogaster* population with substantial standing genetic variation. The consistency across biological replicates attests to the robustness of our data and signal clarity, bolstering the reliability of our results and confidence in the observed gene expression patterns. 

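Pearson correlations of log2 CPM between samples were computed over the filtered transcripts. Between replicates of the same diet the mean r was 0.984 (12 sample pairs, from 0.978 to 0.988). Between samples of different diets it was 0.974 (54 sample pairs, from 0.942 to 0.987). By diet, the mean r between replicates was 0.984 at a P:C ratio of 0.25, 0.984 at 0.4, 0.982 at 0.55 and 0.987 at 0.7. The mean within diets exceeded the mean between diets by 0.00968. Among the 15400 groupings of the samples into 4 groups of 3, 6 gave a difference as large (exact permutation test, one-sided, p = 0.00039). The correlations are across transcripts, which are not independent replicates. With each sample left out in turn the difference stayed between 0.00754 and 0.0115.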

Gene ontology analysis of differentially expressed genes indicates overexpression of several genes under a high‐carbohydrate diet (P:C ratio of 0.25). This overexpression might be attributed to the upregulation of the target of rapamycin (TOR) pathway, a key regulator of multiple transcription factors. 

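The transcript of the Tor gene itself, Tor-RA, on chromosome 2L from 13004480 to 13013197, had 88.6 ± 0.80 CPM (SD, n = 3) at a P:C ratio of 0.25 and 95.2 ± 9.95 (SD, n = 3) on the control diet. The log2 fold change was -0.10 (standard error 0.09, adjusted p = 0.582 from edgeR), a difference within the spread between the control replicates. With each replicate left out in turn it stayed between -0.18 and -0.03. These counts measure the amount of the transcript and not the activity of the pathway.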

TOR pathway is conserved across the species, including *Drosophila* (Tatebe & Shiozaki, 2017), and it is a known downstream target of insulin and insulin‐like peptide signaling (IIS) pathway, which is upregulated under high‐sugar diet (Teleman, 2009). Intriguingly, an upregulation of genes related to muscle development was also detected (Figure S8A). Consistent with this, past experiments have demonstrated that the TOR signaling pathway can enhance muscle‐specific transcription factors in mammalian systems (Risson et al., 2009) and the Insulin receptor/Foxo signaling plays a crucial role in activating muscle protein in *Drosophila* (Demontis & Perrimon, 2009). However, a more detailed investigation of the impact of diet on *Drosophila* muscle stem cells (MuSC) and adult muscle precursors (AMPs) would reveal whether carbohydrate‐rich diet is promoting muscle development or the observed plasticity in gene expression is a consequence of elevated maintenance and repair of the muscles in response to damages caused by carbohydrate‐rich low‐protein diet. Conversely, the gene expression profile of the low‐carbohydrate, high‐protein diet (P:C ratio of 0.7) reveals a general transcriptome downregulation (Figure 5b,c,e). 

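The largest decreases at a P:C ratio of 0.7 against the control were found for CG3264-RB, dila-RC and Cpr92F-RA. CG3264-RB fell from a mean of 12.6 CPM to 0.308 ± 0.287 (SD, n = 3), which is near the smallest share that the depth can show. Its log2 fold change was -5.12 (standard error 0.54, adjusted p = 0.00418 from edgeR), and it passed both thresholds in all 6 fits that left out one replicate. For dila-RC, on chromosome 2R from 9823082 to 9827206, the log2 fold change was -4.48 (standard error 0.82, adjusted p = 0.022 from edgeR), with 2 to 4 counts in the samples of the 0.7 diet. Its counts were 48, 10 and 111 in the control samples, 68, 9 and 2 at 0.25 and 7, 44 and 0 at 0.55. They varied widely between replicates, and counts as low as at 0.7 also occurred on other diets. The adjusted p of dila-RC from edgeR was 0.078 when all 12 samples were fitted together. For Cpr92F-RA, on chromosome 3R from 20669571 to 20672821, the log2 fold change was -4.40 (standard error 0.73, adjusted p = 0.017 from edgeR), with few counts in the samples of the 0.7 diet. The largest increases were found for Tpc2-RB, Hsp70Aa-RA and CG11741-RA. The means of these transcripts were lowest on the control diet, so that by means the increases were not specific to the 0.7 diet. On the diets in order of rising P:C ratio, the mean CPM of Tpc2-RB was 10.8, 2.68, 10.4 and 20.5. For Hsp70Aa-RA it was 16.0, 1.40, 10.6 and 9.05, and for CG11741-RA 3.84, 1.16, 4.47 and 4.60. Tpc2-RB, which overlaps another transcript of the table, had a log2 fold change of 2.95 (standard error 0.55, adjusted p = 0.0226 from edgeR). Hsp70Aa-RA had a log2 fold change of 2.73 (standard error 0.61, adjusted p = 0.0349 from edgeR) and belongs to a family of near-identical genes that can share reads. With all 12 samples fitted together, the adjusted p was 0.0538 for Tpc2-RB and 0.11 for Hsp70Aa-RA. CG11741-RA, on chromosome 3R from 8528423 to 8528877, had a log2 fold change of 2.02 (standard error 0.36, adjusted p = 0.0203 from edgeR). Of the 6 fits that left out one replicate, dila-RC passed both thresholds in 2, Cpr92F-RA in 3, Tpc2-RB in 3, Hsp70Aa-RA in 2 and CG11741-RA in 2. Over all 9705 tested transcripts the median log2 fold change was 0.0028 after TMM normalization, which centres the changes, and 0.074 with scaling by library size alone. Both scalings set the overall level of a sample, so that neither can show a decrease of all transcripts.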

Notably, genes implicated in fatty acid synthesis, including long‐chain fatty acyl CoA synthetases, which have been linked with obesity and associated metabolic disorders under high fat diet (Bjermo & Risérus, 2010; Sampath & Ntambi, 2011), were also downregulated under high‐protein diet (Figure S8B). Although proposed here, a systematic investigation of the precise molecular mechanisms behind these diet‐induced transcriptional changes is needed, which is outside the scope of the current study. We recognize that diet impacts may vary across tissues (Ellis et al., 2015), suggesting that future research could focus on a tissue‐specific analysis of our findings. Further exploration of the molecular mechanisms triggering these gene expression changes could reveal new pathways and molecular entities involved in dietary adaptations. Ultimately, these findings provide promising avenues for elucidating the molecular basis of dietary adaptations and unraveling the complexities of gene regulation in response to diverse nutrient compositions.

## 5 CONCLUSION

Our study highlights the significant effects of macronutrient composition on various life history traits—development, reproduction, and survival of *Drosophila*. Specifically, our results indicate that a high proportion of carbohydrates in the diet negatively impacts development, reproduction, and lifespan. Moreover, our findings demonstrate that carbohydrate accelerates aging and impairs late‐life physiology and behavior. These results have implications for understanding the role of diet in shaping the life history traits of organisms. Notably, we detected distinct diet‐induced variations in gene expression. Further in‐depth investigations of the molecular pathways, such as Insulin signaling (IIS), target of rapamycin (TOR) signaling, and related pathways involved in energy homeostasis will provide us the key to understand underlying mechanisms behind the observed diet‐induced plasticity in life‐history, physiology, and behavior. Such understanding holds the potential for devising therapeutic strategies targeting age‐related diseases.

## AUTHOR CONTRIBUTIONS

**Akhila Mudunuri:** Conceptualization (equal); data curation (equal); formal analysis (lead); investigation (lead); methodology (lead); validation (equal); visualization (equal); writing – original draft (equal); writing – review and editing (equal). **Mohankumar Chandrakanth:** Conceptualization (equal); data curation (equal); investigation (equal); methodology (equal). **Soumen Khan:** Conceptualization (equal); data curation (equal); formal analysis (equal); investigation (equal); methodology (equal); validation (equal); visualization (equal); writing – original draft (equal); writing – review and editing (equal). **Chand Sura:** Data curation (equal); investigation (equal). **Nishant Kumar:** Data curation (equal); investigation (equal). **Sudipta Tung:** Conceptualization (equal); formal analysis (equal); funding acquisition (lead); methodology (equal); project administration (lead); resources (lead); supervision (lead); writing – original draft (equal); writing – review and editing (lead).

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## Supporting information

Data S1.
Click here for additional data file.

Table S2.
Click here for additional data file.

Table S3.
Click here for additional data file.

Table S4.
Click here for additional data file.

Table S5.
Click here for additional data file.

Table S6.
Click here for additional data file.

Table S7.
Click here for additional data file.

## Data Availability

Life‐history data can be found on Dryad Digital Repository using the link https://doi.org/10.5061/dryad.bcc2fqzkr. The raw data for the RNAseq experiment is submitted in GEO repository, and can be accessed using the link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241397.

# Supplementary material for: Diet‐induced plasticity of life‐history traits and gene expression in outbred Drosophila melanogaster population
**Source:** Ecol Evol. 2024 Feb 9;14(2):e10976. doi: 10.1002/ece3.10976
**Supplement:** Supplementary file 1 — Data S1.

**Supplementary Online Materials** for

Diet-induced plasticity of life-history traits and gene expression in outbred *Drosophila melanogaster* population

Text S1: Wing length measurement protocol

To understand the effect of diet on body size, we measured the wing size of the flies as a proxy. On the 12^th^ day post egg collection, flies were separated under CO_2_ anesthesia and arbitrarily one of the two wings were clipped off for 30 individuals per sex. The wings were then mounted on a microscopic slide using a drop of polyethylene glycol (PEG) and imaged. The length of the vein between distance between the anterior cross vein (ACV) and the third longitudinal vein (L3) was measured using ImageJ as a standard metric for wing size.

| **Table S1. Recipes to make isocaloric diets** (714KCal). The flies get carbohydrates from sugar (energy = 3.87KCal/gm) and corn (energy = 3.33KCal/gm) whereas they get proteins and carbohydrates from yeast (energy = 3.54kCal/gm). The P:C ratio has been calculated considering the total protein and the total carbohydrate that has been contributed by each diet component. |
| --- |
| 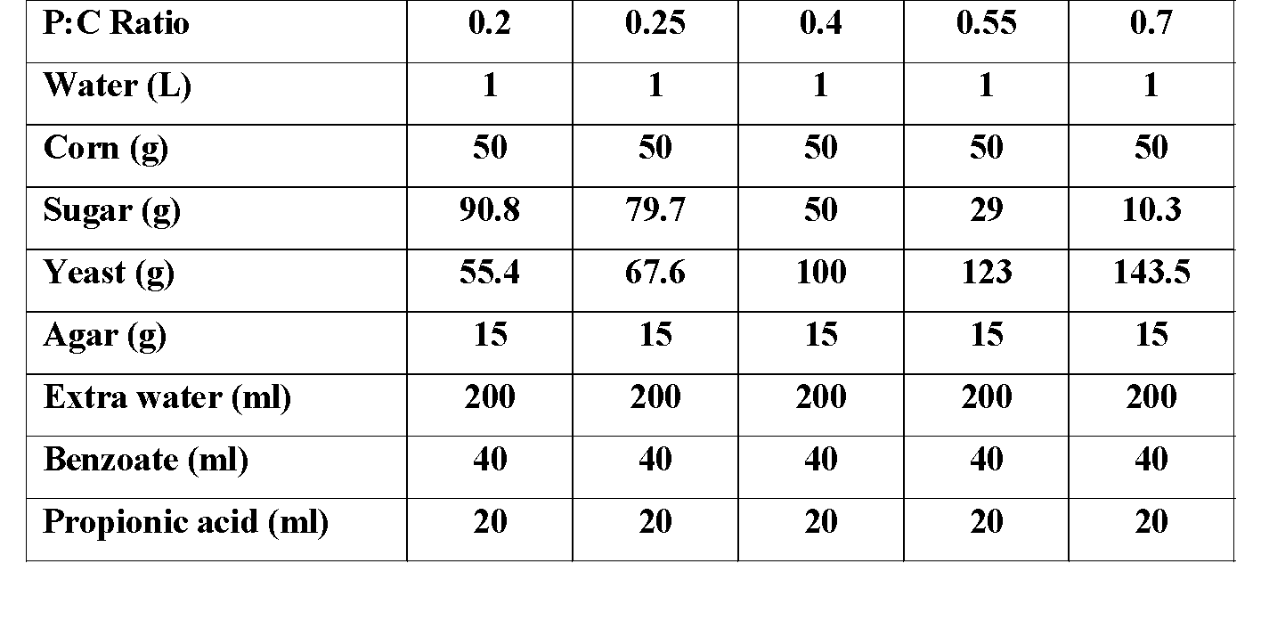 |
| *Per gram, yeast contains 0.37g of carbohydrates and 0.48g of protein, while corn contains 0.78g of carbohydrates and 0.07g of protein. |

The following tables are attached as separate Excel files for better data representations.

**Table S2. Complete List of Expressed Transcripts Across Samples**

**Table S3. Differential Transcript Expression Statistics: P:C = 0.25 Diet vs. Baseline (P:C = 0.4) Diet**

**Table S4. Differential Transcript Expression Statistics: P:C = 0.55 Diet vs. Baseline (P:C = 0.4) Diet**

**Table S5. Differential Transcript Expression Statistics: P:C = 0.7 Diet vs. Baseline (P:C = 0.4) Diet**

**Table S6. GO Analysis of Transcripts Upregulated in P:C = 0.25 Diet vs. Baseline (P:C = 0.4) Diet.**

**Table S7. GO Analysis of Transcripts Upregulated in P:C = 0.7 Diet vs. Baseline (P:C = 0.4) Diet.**

| **Table S8. Effect size of differential mean locomotor activity of old male flies reared on experimental diets** |
| --- |
| \| **Groups** \| **Cohen's *d*** \| **Inference** \| \| --- \| --- \| --- \| \| P:C 0.2 - P:C 0.25 \| 0.2 \| Small \| \| P:C 0.2 - P:C 0.4 \| 0.38 \| Small \| \| P:C 0.2 - P:C 0.55 \| 0.15 \| n.d. \| \| **P:C 0.2 - P:C 0.7** \| **0.57** \| **Medium** \| \| **P:C 0.25 - P:C 0.4** \| **0.58** \| **Medium** \| \| P:C 0.25 - P:C 0.55 \| 0.35 \| Small \| \| **P:C 0.25 - P:C 0.7** \| **0.82** \| **Large** \| \| P:C 0.4 - P:C 0.55 \| 0.24 \| Small \| \| P:C 0.4 - P:C 0.7 \| 0.15 \| n.d. \| \| P:C 0.55 - P:C 0.7 \| 0.41 \| Small \| |
|  |
| d < 0.2: n.d. or no difference, < d < 0.5: small, 0.5 < d < 0.8: medium), d > 0.8: large |

| **Table S9. Analysis of Deviance Table (Type III tests) comparing survival curves in lifespan assay using Cox-Proportional hazard model followed by Wald Test** |
| --- |
| Df Chisq Pr(>Chisq)  Food 4 68.5285 4.640e-14 ***  Sex 1 0.4473 0.5036  Food:Sex 4 36.3192 2.487e-07 ***  ---  Signif. codes: 0 ‘***’ 0.001 ‘**’ 0.01 ‘*’ 0.05 ‘.’ 0.1 ‘ ’ 1 |

| 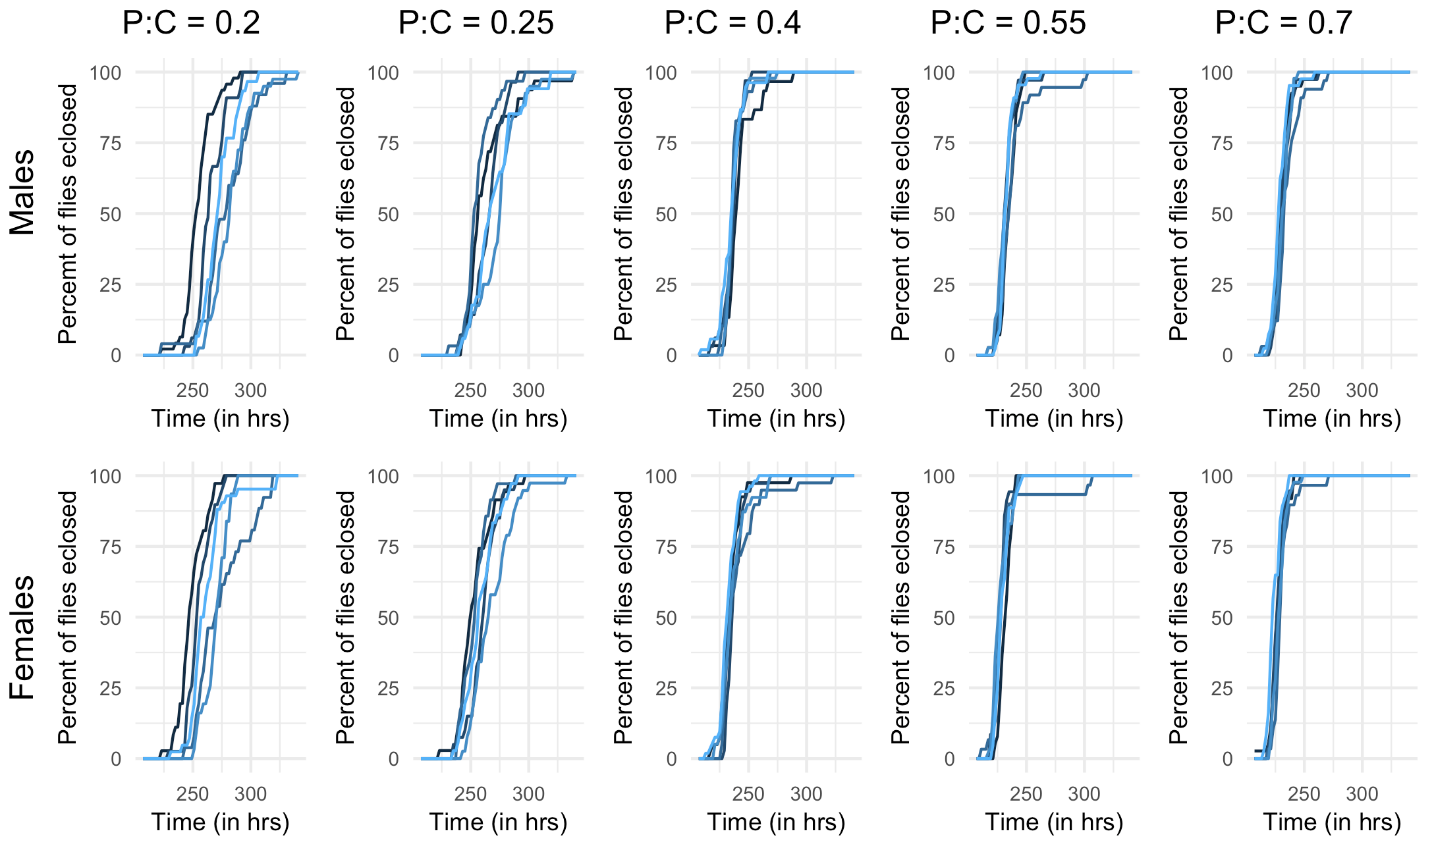 |
| --- |
| **Figure S1**. Mean percentage of flies of A) female and B) male flies that eclosed over time which were reared on different diets. Each line represents a replicate of the experiment. |

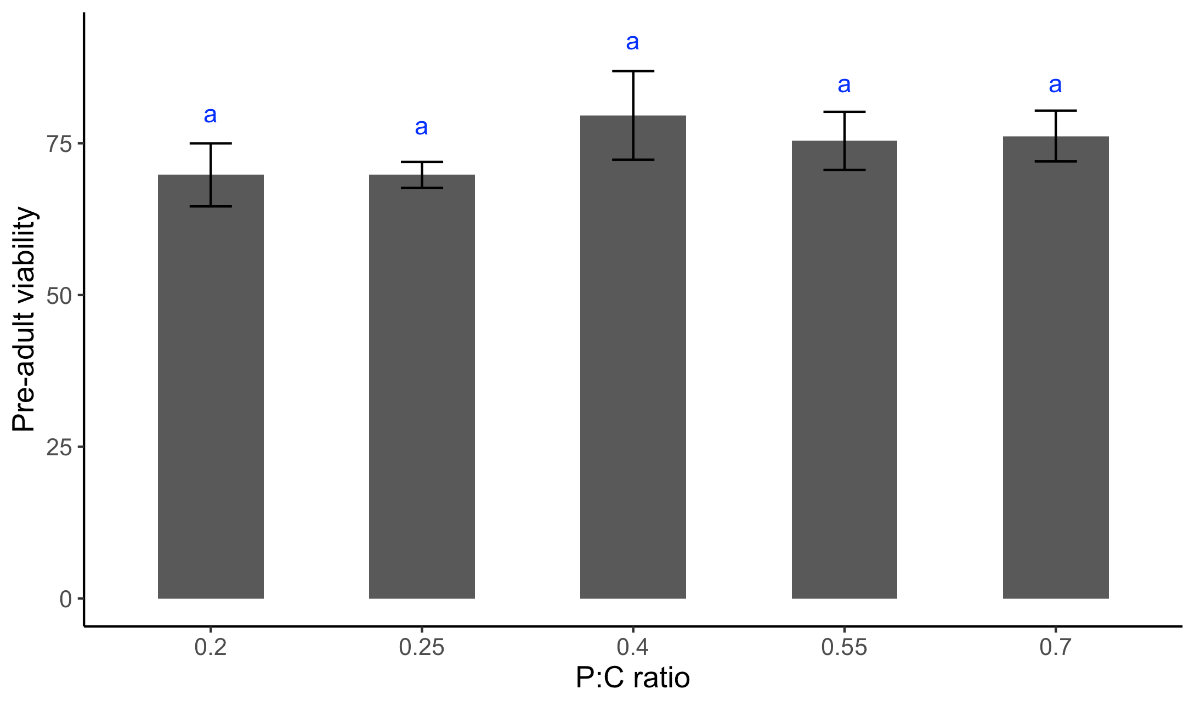

**Figure S2**. Mean (±SD) pre-adult viability of flies being reared on different diets. The bar plot represents the pre-adult viability of the flies being reared on diets with different P:C ratios. The error bar represents the standard deviation of the pre-adult viability data.

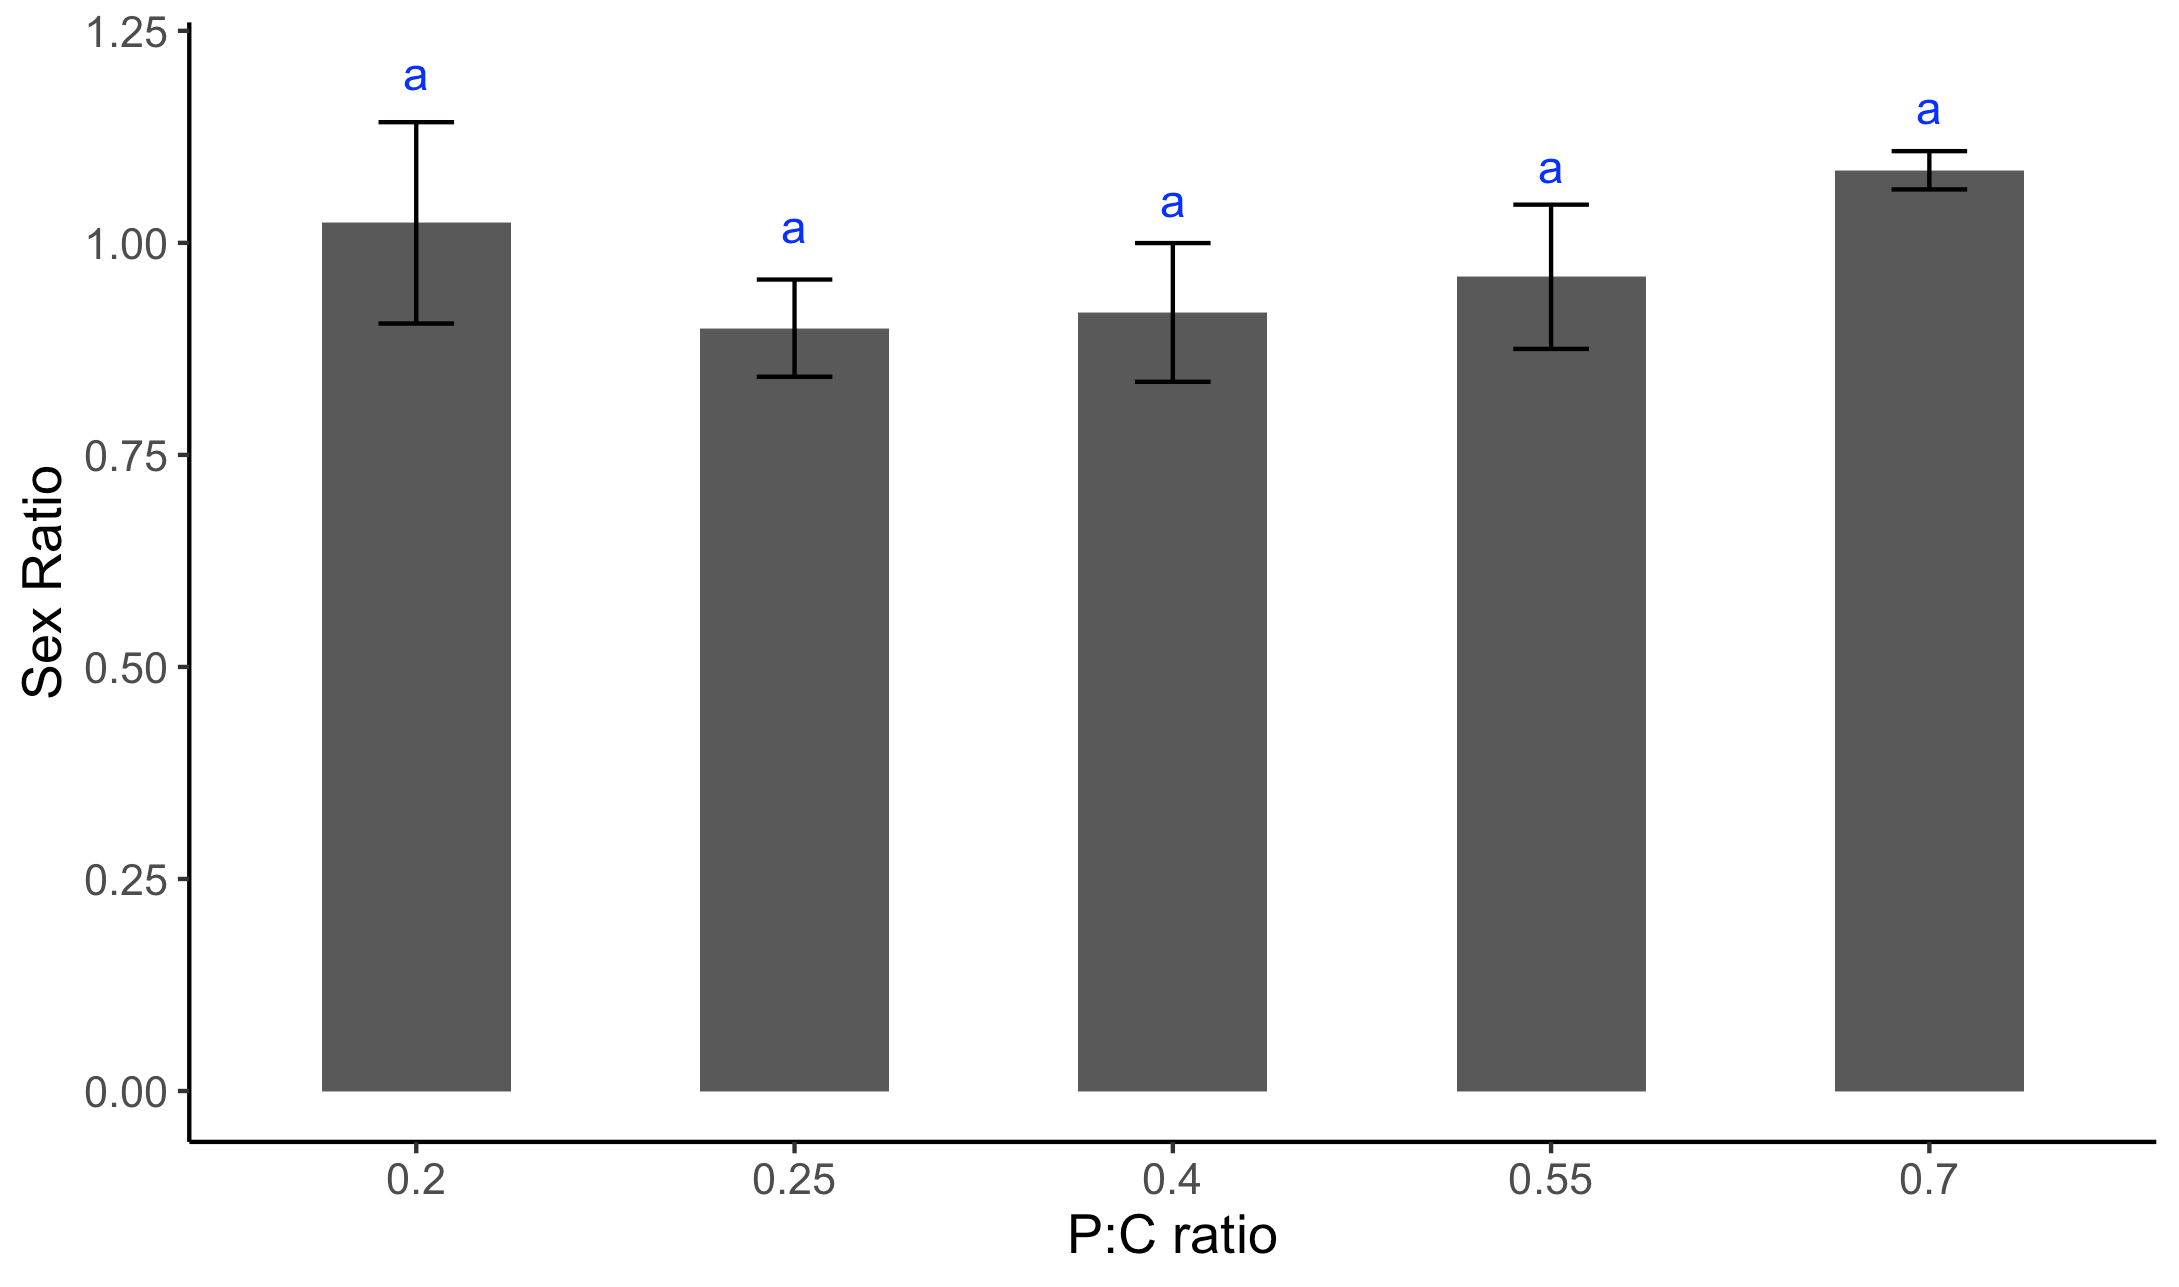

**Figure S3**. Mean (± SD) sex ratio of flies being reared on different diets. The bar plot represents the sex ratio of the flies being reared on diets with different P:C ratios. The error bar represents the standard deviation of the sex ratio data.

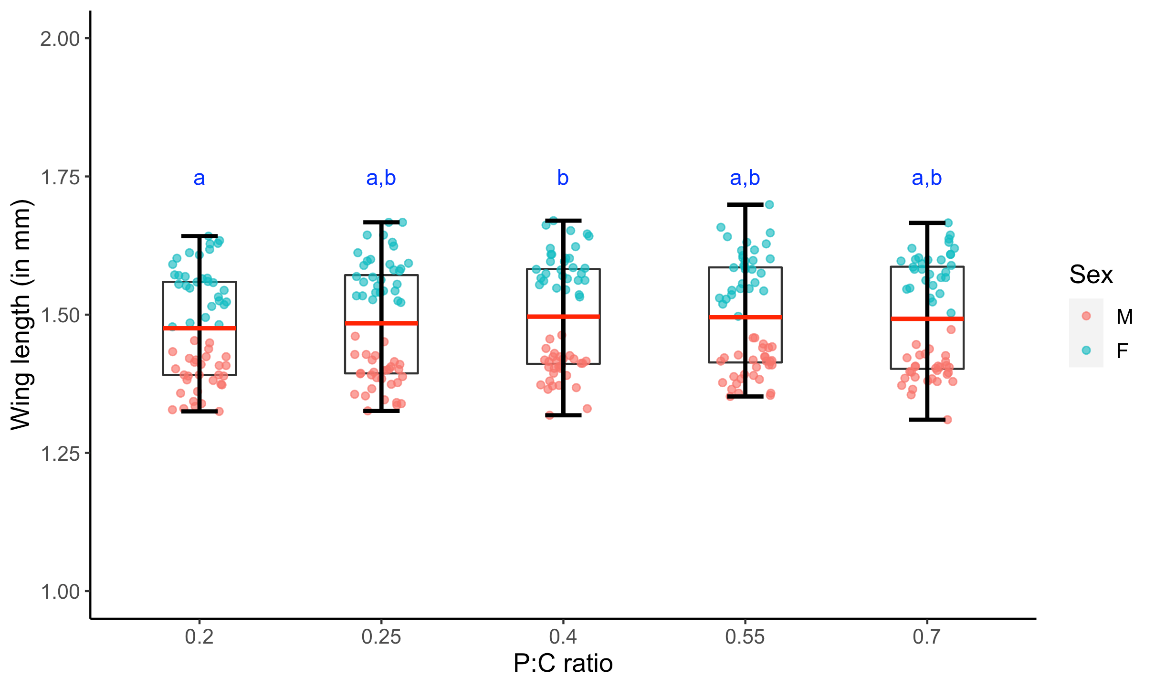

**Figure S4.** Wing length as a proxy for body size of flies that were reared on different diets. The box plot represents the wing length of the male and female flies, which were reared on diets with different P:C ratios. The bold red line represents the mean wing length of combined male and female data. The cyan and red scatter points represent wing length of the individual female and male flies, respectively.

| 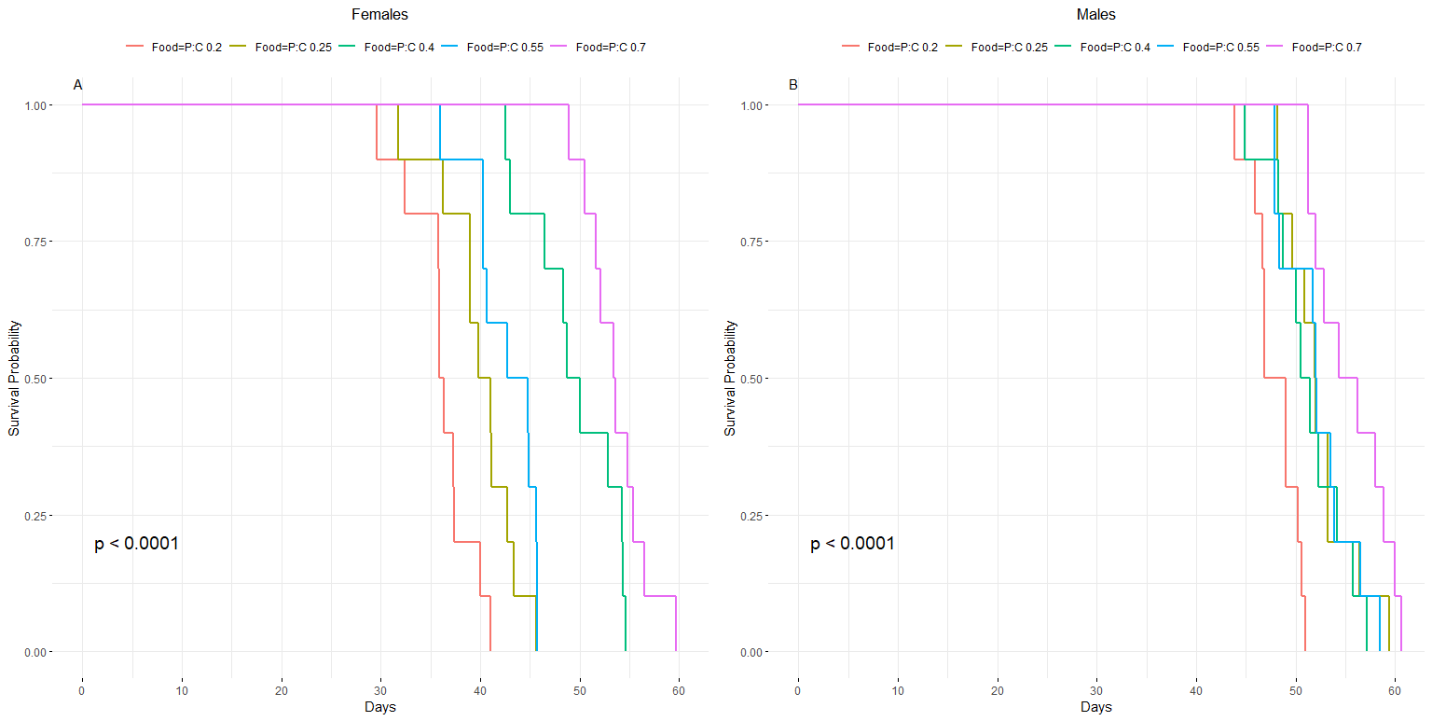 |
| --- |
| **Figure S5.** Mean survival probability of (A) female and (B) male flies over days that are reared on different diets. Each line represents the diet on which the flies were reared on. |

| 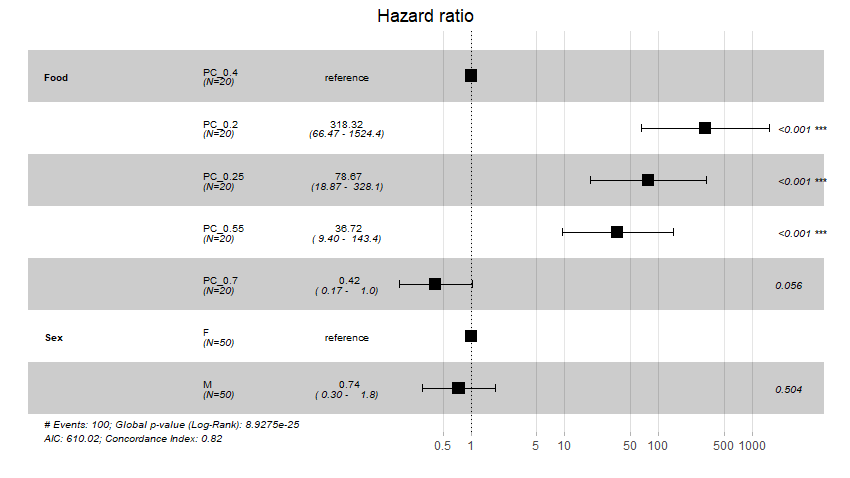 |
| --- |
| **Figure S6. Hazard ratios for the impact of diet composition and sex on lifespan.** This forest plot illustrates the hazard ratios for survival as influenced by different protein-to-carbohydrate (P:C) ratios and sex. The reference category for diet is P:C ratio of 0.4, and for sex, it is female (F). Each square represents the hazard ratio point estimate for a given category, with horizontal lines denoting 95% confidence intervals. The dashed vertical line denotes a hazard ratio of 1, indicating no effect. The numbers on the right-hand side indicates statistical significance (p-value). Statistically significant differences (p < 0.05) are marked with asterisks. The global p-value from the Log-Rank test and model fit statistics including Akaike Information Criterion (AIC) and Concordance Index are provided at the bottom of the plot. |

| 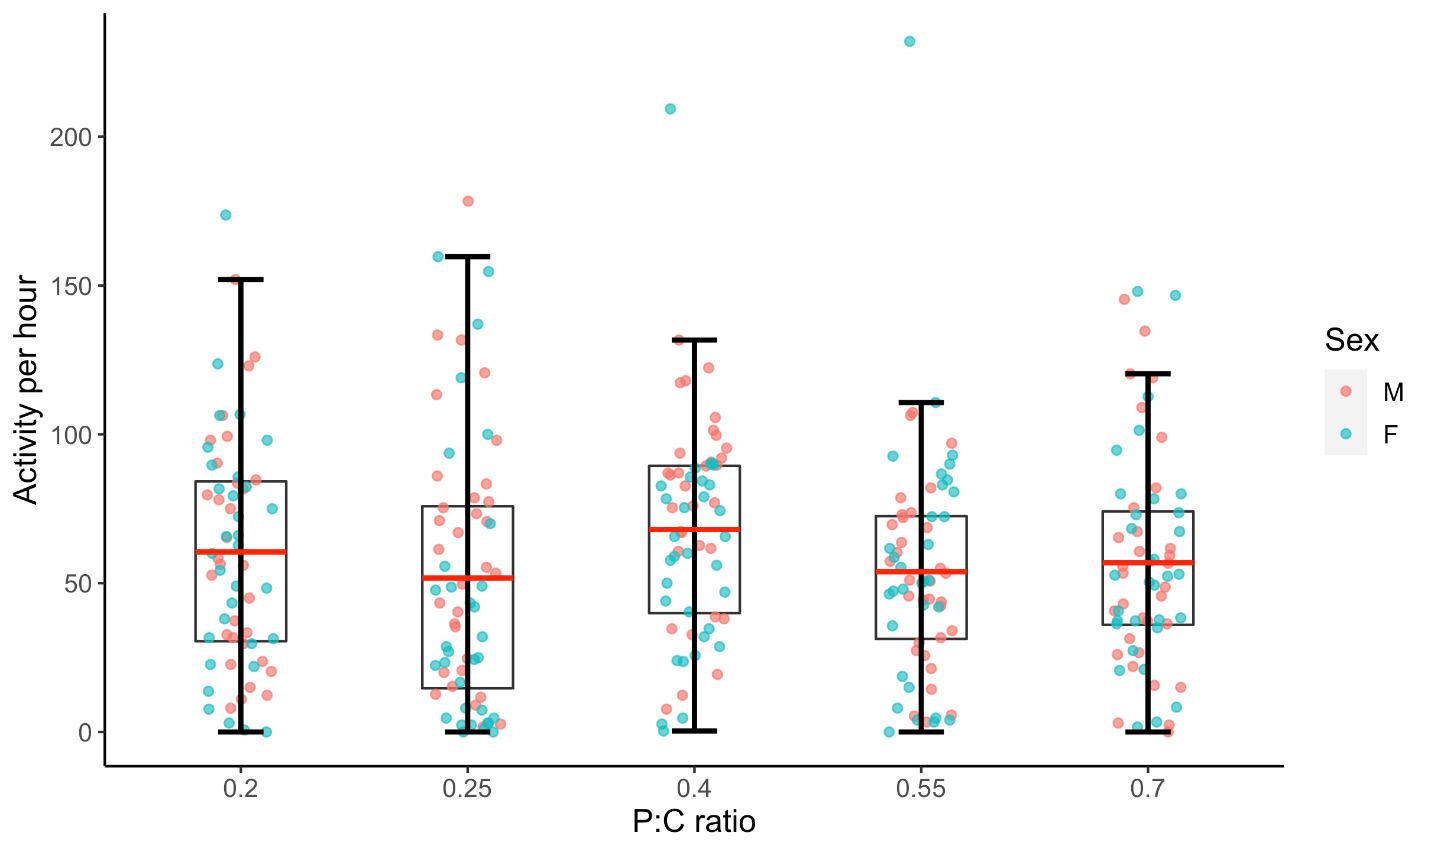 |
| --- |
| **Figure S6:** Mean (± SD) activity of flies per hour that are reared on different diets. The box plot represents the activity per hour of the male and female flies, which were reared on diets with different P:C ratios. The bold red line represents the mean activity of combined male and female data. The cyan and red scatter points represent activity of the individual female and male flies, respectively. |

| 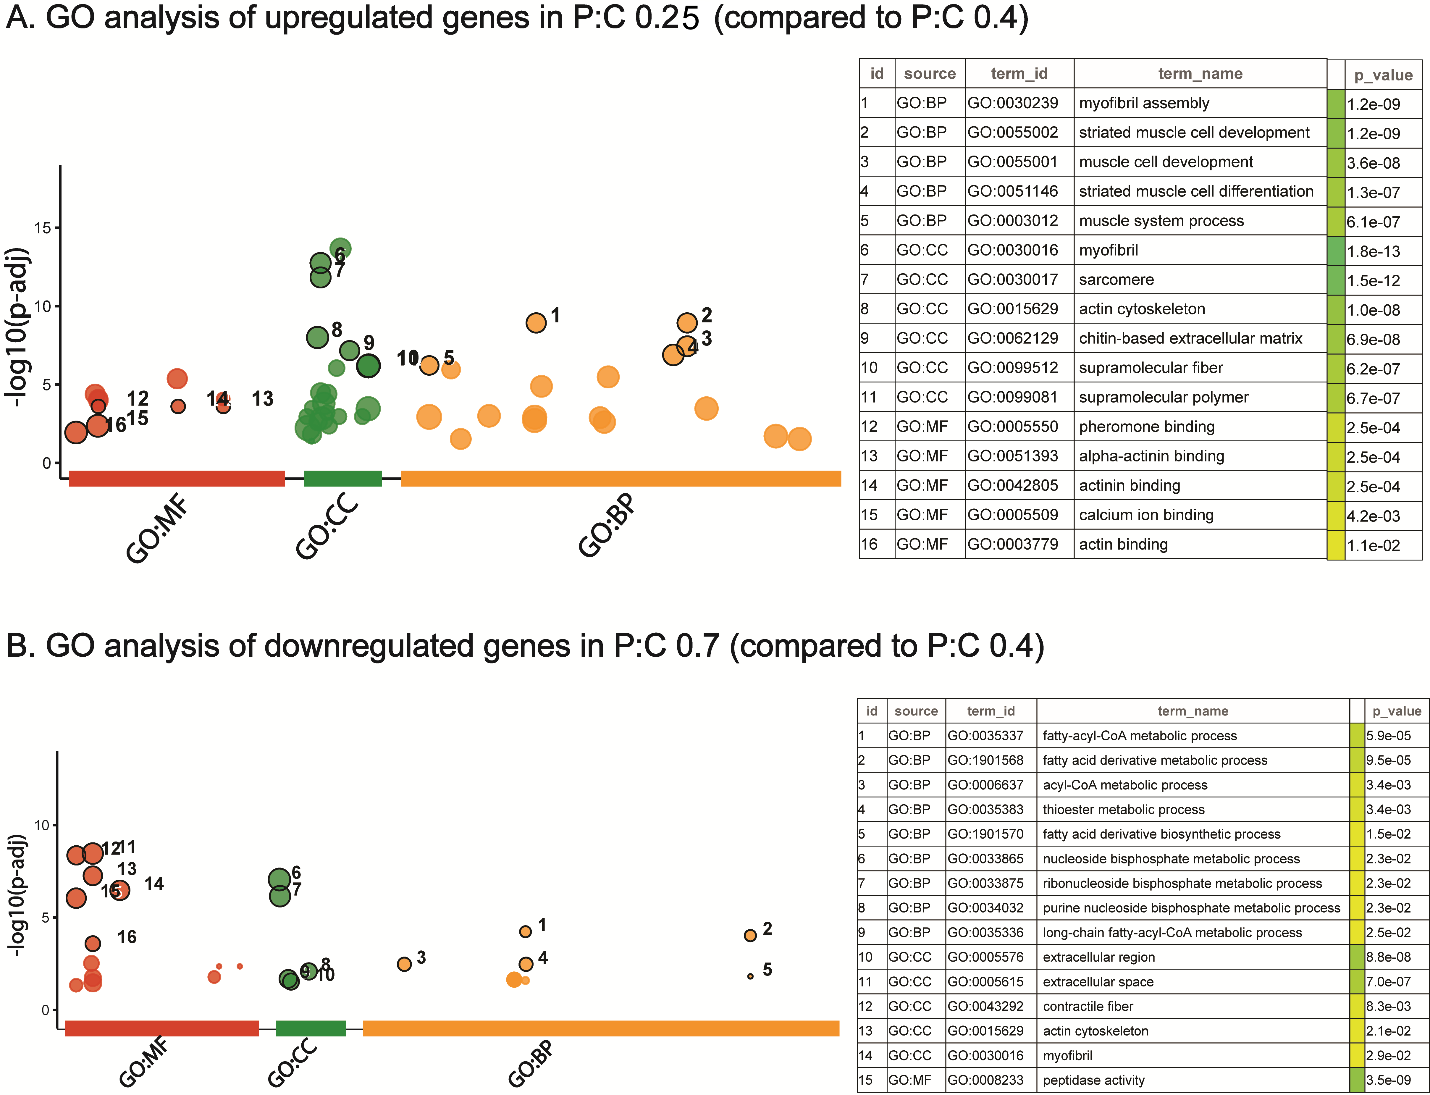 |
| --- |
| **Figure S8.** Gene Ontology (GO) analysis of gene expression in response to dietary protein-to-carbohydrate ratios. (A) Upregulated gene GO terms in P:C 0.25 vs. P:C 0.4, and (B) downregulated gene GO terms in P:C 0.7 vs. P:C 0.4 are presented here. Bubble size indicates term size. The y-axis reflects the significance (-log10(p-adj)) across biological processes (BP), cellular components (CC), and molecular functions (MF). Key enriched terms are labeled numerically and detailed in the adjacent table, which lists their GO IDs, terms, and p-values. |

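Figure S8 shows Gene Ontology terms that the paper found with g:Profiler, which compares the share of a list of genes carrying a term with its share in a background of genes and adjusts p for the number of terms. The lists were the paper's DE genes that were higher at a P:C ratio of 0.25 and those that were lower at a P:C ratio of 0.7, each against the control diet. A term therefore describes which genes passed the thresholds of a comparison, and not the size of their change.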

How the deposited data were processed for this re-analysis (not part of the article)

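RNA was measured in 12 samples of adult *Drosophila melanogaster* females, 3 biological replicates for each of 4 isocaloric diets, and each sample pooled 12 flies frozen on day 13 post egg collection. The diet and the replicate number of each sample were taken from the sample labels. The paper's text describes the replicates as separate pools of flies and names no batch, and the same numbers recur in each diet. The authors checked and trimmed the reads, aligned them with hisat2 to dm6 and counted them over transcripts with Seqmonk, and the deposited values are these raw counts, without normalization or a filter on low counts. The paper's text does not state whether counting was strand-specific. Of the transcripts tested between the 0.25 diet and the control, 45.9% overlap another transcript of the table on either strand. The table holds 15448 transcripts, whose names, positions and strands were used as given. For 3580 of them the gene listed beside the transcript is another gene that overlaps it, so the name of the transcript itself was used. Reads were not available here, so trimming, alignment and counting were not repeated.

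All further values were computed from these counts. Sample totals lay between 6094226 and 13245114 counts, and 3 counts of a total, the smallest number taken as detected, corresponded to 0.226 to 0.492 CPM. This limit covers counting error only, since polymerase chain reaction copies were not marked. DE transcripts were called with edgeR 4.0.16 in R 4.3.3, by TMM normalization, filterByExpr on the diets of the fit and the quasi-likelihood test, for each of the 6 pairs of diets on its own 6 samples. The thresholds were a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold, as in the paper's methods. The change along the diets was tested in the same way over all 12 samples with the P:C ratio as a number and without a fold-change minimum. The standard error of a log2 fold change was computed as its size divided by the square root of the test's F statistic. CPM values used TMM-scaled library sizes over all 12 samples, and log2 CPM used a prior count of 2.

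Lists of transcripts were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, and the median log2 fold change of the list is given beside it. Camera treats transcripts as nearly independent at that correlation, so its p is given with the value at the correlation estimated from the list and with an exact permutation test of the median over the 10 splits of the 6 samples. Adjusted p of lists are Benjamini-Hochberg values over the 8 list tests of a setting. Camera was also run on lists of germline, eggshell, cuticle protein and nervous system transcripts, which do not enter this adjustment. The muscle list and the fatty-acyl-CoA list are the members of one term each in Tables S6 and S7. A list of 10 core fatty acid synthesis genes and a list of 15 TOR and insulin signalling genes were written from general knowledge. Gene symbols were matched to the transcript names directly or through older symbols that are not the current symbol of another gene, and 9 of the 10 and all 15 were found. The gene not found was FASN1. Principal components, distances and correlations between samples used the log2 CPM of the 9928 transcripts kept by the filter over all samples. Gaps on PC1 and correlations within diets were tested with exact permutation tests. Intervals of shares are Clopper-Pearson intervals at 95%.

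Transcripts were named by a rule. For each comparison with the control diet, these are the 3 with the largest absolute log2 fold change in each direction among DE transcripts whose samples do not overlap between the diets. For the slope, they are the 2 with the smallest p in each direction among transcripts with a mean log2 CPM over 3. Of each list, they are at most the 3 members with the largest change, together with Tor-RA. Among tested transcripts, those that overlap another transcript of the table are marked where named.

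The alternatives tried were DESeq2 1.42.0 with fold changes shrunk by apeglm 1.24.0, DESeq2's size factors in the edgeR fit, scaling by library size alone, no filter on low counts, at least 10 counts in every sample, all 12 samples in one fit, no fold-change minimum, this together with scaling by library size alone, the replicate number as a block, the rank of the diet in place of its P:C ratio, and each sample left out in turn. For lists, the rotation test fry and camera with an estimated inter-gene correlation were also run. For principal components and distances, the 500 most variable transcripts, transcripts scaled to unit variance and variance-stabilized counts were used. A sum of transcripts per gene was not run, since no gene has more than 1 transcript in the table.

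The steps were tested on simulated counts drawn from the means and totals of the samples, with 200 transcripts changed 2-fold, all with over 50 CPM, so that the recovery holds for well-expressed transcripts. Changes went up and down in equal number, and transcripts were drawn independently. Simulated calls used the adjusted p alone, without the fold-change minimum. The simulation therefore does not test normalization under mostly one-sided change, camera with correlated members or calls past both thresholds. With 6 samples, edgeR recovered 200 of the 200, with 12 false calls among 9747 transcripts tested, and DESeq2 recovered 199, with 18 false calls among 12000. The slope test recovered 197 of the 200, with 10 false calls among 9918. With nothing changed, edgeR made 1 call among 9550 transcripts. The simulated changed list had a median log2 fold change of 1.05 and the unchanged list one of -0.01, with a camera p of 0.315.

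The Gene Ontology enrichment was not repeated, since the term annotation and the background were not used here. The paper's experiments on life-history traits were not analysed here.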

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

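Tests of transcript span, of the age of the adults and of RNA from outside the ovary were chosen only after the results they address were seen.

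The paper compares each diet with the control and does not report a direct comparison of the 0.25 and the 0.7 diet. In that comparison 1902 transcripts were DE, and 1527 of them are in none of Tables S3, S4 and S5, which list the paper's DE genes. Of the 1902, 404 were also DE by edgeR against the control on at least one of these diets, and of the other 1498, 101 are in these tables. The real split of the 6 samples gave more DE transcripts than each of the other splits that separate all same-numbered samples, so that 1 of 4 such splits gave as many. The splits that keep some same-numbered samples together part the diets only in part, and over all 10 splits the others gave 0 DE transcripts, with 28 to 929 transcripts at an unadjusted p under 0.05 against 5039 for the real split. Splits that mix the diets also have a larger spread within their groups, which lowers their counts. With 3 samples against 3, the share of splits cannot fall under 0.1, so it cannot decide on a grouping by chance at 0.05. Over all 12 samples, 6 of 15400 groupings gave as large an excess of correlation within groups (exact permutation test, one-sided, p = 0.00039). This argues against a grouping by chance for the 4 diets as a set, but does not address this pair alone. DE transcripts were mostly lower at a P:C ratio of 0.7, with 1725 lower and 177 higher, and scaling by library size alone gave 1481 lower and 482 higher. This direction depends on the fold-change minimum and the scaling. Without the minimum 1551 of 3800 were higher, and without it and with scaling by library size alone 2471 of 4451 were higher.

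The paper alludes to an effect of dose but reports no test along the 4 diets. Such a test gave 3642 transcripts with an adjusted p under 0.05, without a fold-change minimum. Tables S3, S4 and S5 hold 426 distinct transcripts, but from comparisons of diet pairs with a 1.5-fold minimum. The counts therefore cannot be compared. Among 100 groupings of the samples drawn within replicate numbers, the real one included, 2 gave at least 3642 transcripts. The other one gave 3869 and was close to the real order of the diets, with a correlation of 0.8 between its P:C ratios and the real ones. A slope does not show that each step between diets contributes. The control and the intermediate diet were separated by 4 DE transcripts and the other 5 pairs of diets by 62 or more. This contrast depends on the fit. With a replicate block, 7 transcripts were DE between the intermediate and the control diet and 2 between the 0.7 and the intermediate diet.

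Technical explanations were tested on the pattern behind both results, that DE transcripts were mostly higher at a P:C ratio of 0.25 and mostly lower at a P:C ratio of 0.7. With every library drawn down to the smallest total, the share that was higher moved by at most 0.0915 percentage points. Without the 10 transcripts with the most counts it moved by at most 0.222 percentage points. DE transcripts overlapped another transcript of the table less often than tested transcripts did, with ratios of 0.632 at a P:C ratio of 0.25 and 0.716 at 0.7. Change followed the span of the transcript weakly, with a Spearman correlation of 0.151 at a P:C ratio of 0.25 and -0.144 at 0.7 across transcripts. DE transcripts were thus not richer in overlaps, and overlap did not account for the pattern. The signs for span ran with the pattern and no fit was corrected for span, so that span was not excluded. The tests of library size and of the 10 transcripts were run with TMM normalization, which already corrects for such differences, so that they do not exclude an effect of depth or composition, and with scaling by library size alone the share higher at 0.7 was 26.5% in place of 13.1%. At a P:C ratio of 0.7 it depends on the fold-change minimum and the scaling, since without the minimum and with scaling by library size alone 635 of 1251 transcripts were higher than on the control diet. GC content was not tested, since no genome sequence was at hand.

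A further candidate explanation is the age of the adults. All flies were frozen on the same day after egg collection, and the paper reports slower development at a P:C ratio of 0.25 than at 0.4 and faster development at 0.7 than at 0.25, so flies of the 0.25 diet may have been younger as adults. Against the control, the paper reports only marginally faster development at 0.7. Transcripts of cuticle proteins that were not DE themselves were taken as markers of young adults, an assumption that was not tested here. Relative to the median of all tested transcripts they were higher by 0.61 on the log2 scale at a P:C ratio of 0.25 (10 of 11 higher) and changed by -0.46 at 0.7 (0 of 12 higher). Under that assumption, this is the direction expected if adult age differed. An age difference between the 0.7 diet and the control is less clear from the paper's development times. A difference in the share of RNA from outside the ovary also remains, since transcripts of the nervous system moved with those of muscle by at least 61.9% of the muscle shift. Both would act through the diets, and the pattern cannot be told apart from them.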

How the results depend on the processing

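The tests, samples, thresholds, alternatives and the 4 lists adjusted together were chosen before the data were examined, with these exceptions. Camera with the estimated inter-gene correlation, the adjustment over list tests and the exact permutation test of list medians were chosen after seeing the values. So was scaling by library size alone combined with no fold-change minimum. The tests of span, of adult age and of RNA from outside the ovary were also chosen after the results they address were seen. The lists of nervous system, accessory gland and Y-linked transcripts were written after other values had been seen. A value was counted as kept with the same direction and side of the threshold, or within 1.5 times a count. Shares were kept within their interval, and values without a test within an SD or a jackknife spread over the leave-one-out fits. Across the alternatives other than leaving out a sample, 159 of 203 values of the main results were kept. Of the others, 22 rose past a limit, 8 fell back, 12 moved and 2 reversed. When a sample was left out, 152 of 208 were kept, 11 rose, 29 fell back, 9 moved and 7 reversed. These totals overstate stability. They include values that could not change, such as the p of the PC1 gap. The heatmap ratio counted as kept in all 12 leave-one-out fits, though it ran from 0.848 to 1.04. The causes of the changes below were not tested, apart from the shift of all transcripts with scaling by library size alone.

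With DESeq2, 160 transcripts were DE between the 0.25 and the control diet, 25 between the intermediate and the control diet and 177 between the intermediate and the 0.25 diet, against 62, 4 and 110. The fatty-acyl-CoA list at a P:C ratio of 0.25 had a median log2 fold change of 0.27, with p = 0.0175 (adjusted p = 0.0279 over the 8 list tests) from a rank-based camera, against an exact permutation p of 0.3 over the splits of the samples. With all 12 samples in one fit the counts were 104 for the 0.25 diet against the control, 191 for the intermediate against the 0.25 diet and 304 for the 0.7 against the intermediate diet, and 8.02% of the DE transcripts of the 0.7 diet were higher than on the control diet. Scaling by library size alone gave counts of 109, 190 and 70 in these 3 comparisons. It shifted the median of all transcripts from -0.0033 to 0.0988 between the 0.7 and the 0.25 diet and that of the slopes from 0.045 to 0.193, with 2192 rising and 1829 falling of 4021 slopes against 1701 and 1941. The share of DE transcripts higher at a P:C ratio of 0.7 than on the control diet was then 26.5%, with 109 higher and 302 lower against 56 and 371. The TOR and insulin list at a P:C ratio of 0.25 reversed from 0.011 to -0.012 and the core fatty acid list at 0.7 from -0.019 to 0.049. These reversals follow the shift of all transcripts, whose median moved from -0.011 to -0.033 at 0.25 and from 0.0028 to 0.074 at 0.7, and are no change of the lists relative to the other transcripts. Neither list was past a threshold before or after (adjusted p = 0.868 and 0.959 for the former and adjusted p = 0.477 and 0.554 for the latter, from camera of limma).

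Without the filter on low counts, 94 transcripts were DE for the 0.25 diet and 10 for the intermediate diet against the control, and 263 between the 0.7 and the intermediate diet. PC1 held 30.8% of the variance, the distance ratio of the control and intermediate diets was 0.892, and the correlation between the changes of the 0.25 and the 0.7 diet was 0.313 in place of -0.176. Without a shared reference diet this correlation was -0.571. Without a fold-change minimum 888 transcripts were DE for the 0.7 diet against the control, 27.9% of them higher, 3800 against the 0.25 diet and 253 against the intermediate diet. With scaling by library size alone as well, the counts were 132 for the 0.25 diet and 1251 for the 0.7 diet against the control, 4451 between the 0.7 and the 0.25 diet, 266 between the intermediate and the 0.25 diet and 96 between the 0.7 and the intermediate diet, and 50.8% of the 1251 were higher at a P:C ratio of 0.7. With variance-stabilized counts PC1 held 53.6% and the distance ratio was 0.741, and with the 500 most variable transcripts that ratio was 0.873. With z-scores of raw counts the heatmap ratio was 1.47 in place of 0.912. With the estimated inter-gene correlation and with fry, the lists at a P:C ratio of 0.55 no longer had an unadjusted p under 0.05. For muscle, with a median of -0.070, the p was 0.454 with the estimated correlation and 0.594 with fry, and for fatty-acyl-CoA, with a median of -0.072, it was 0.329 and 0.451. The muscle list at 0.7 (median -0.63) had p = 0.0515 with the estimated correlation. Adjusted over the 8 list tests, no list was under 0.05 with the estimated correlation, and the muscle list at 0.25 and the fatty-acyl-CoA list at 0.7 each had an adjusted p of 0.0765. With fry of limma the muscle list had an adjusted p of 0.0131 at 0.25 and 0.0321 at 0.7, and the fatty-acyl-CoA list one of 0.0131 at 0.7.

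Same-numbered samples of different diets are different pools of flies. The deviations of samples from their diet's mean had a mean correlation of 0.0117 between same-numbered samples, and 76 of 216 arrangements of the numbers gave one as large (exact permutation test, one-sided, p = 0.352). By pair of diets it ran from -0.155 for the 0.55 and 0.7 diets to 0.116 for the 0.4 and 0.7 diets. With a replicate block, in which same-numbered samples are paired, 130 transcripts were DE for the 0.25 diet, 7 for the intermediate diet and 664 for the 0.7 diet against the control, and 2 between the 0.7 and the intermediate diet.

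Across the 6 fits of each comparison that left out one sample, the counts ran from 2 to 394 for the 0.25 diet, from 0 to 20 for the intermediate diet and from 46 to 862 for the 0.7 diet against the control. They ran from 1216 to 2288 between the 0.7 and the 0.25 diet, from 2 to 188 between the intermediate and the 0.25 diet and from 1 to 770 between the 0.7 and the intermediate diet. The 0 calls came without replicate 1 or replicate 3 of the control diet, where 222 and 290 transcripts had an unadjusted p under 0.05 and no share could be given. The slope count ran from 1638 to 4521 across 12 fits. The share of DE transcripts that were higher ran from 78.6% to 100% at a P:C ratio of 0.25 and from 5.56% to 29.9% at 0.7. The median of the TOR and insulin list ran from -0.024 to 0.044, that of the core fatty acid list from -0.11 to 0.018, that of the muscle list at 0.55 from -0.27 to 0.019, and that of the fatty-acyl-CoA list from 0.15 to 0.38 at 0.25 and from -0.22 to -0.035 at 0.55.

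The gap on PC1, the difference between correlations within and between diets, the muscle list at a P:C ratio of 0.25 (medians from 0.81 to 1.03) and the fatty-acyl-CoA list at 0.7 (medians from -1.14 to -0.83) kept direction and side of the threshold of the unadjusted p under every alternative run for them. The positions of the control and the intermediate diet on PC1 stayed within their SD between replicates but crossed the midpoint of 0.5 with the 500 most variable transcripts, at 0.519 and 0.536, and the latter also without replicate 1 of its diet, at 0.556. The p of 0.1 for the gap is the smallest 3 samples against 3 allow, so that its side could not change, and both lists were selected for a change in that comparison, so that neither shows stability. The rank of the diet gave the same 3642 slopes, since the diets are evenly spaced. For the transcripts named, 198 of 208 values were kept under the other alternatives, 4 rose past the threshold and 6 fell back, and with a sample left out 144 of 210 were kept, 3 rose and 63 fell back. None of them changed direction. The depth limits CG8147-RA, Obp19a-RC, dila-RC, CG3264-RB, Cpr92F-RA, Tpc2-RB, Hsp70Aa-RA and CG11741-RA, which had few counts in at least 1 sample of a diet compared, so that the sizes of their changes are uncertain.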

Differences from the paper's values

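The paper's count of DE genes between the 0.25 diet and the control is 160, and edgeR called 62 transcripts. Of the alternatives set before the data were examined, DESeq2 gave 160, a replicate block 130 and scaling by library size alone 109, each within 1.5 times the paper's count. The other alternatives were farther from it, at 57 with DESeq2's size factors, 104 with all 12 samples in one fit, 54 with at least 10 counts in every sample, 69 without a fold-change minimum, 94 without the filter on low counts, and from 2 to 394 with one sample left out.

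For the intermediate diet against the control, the paper's count is 25, and edgeR called 4. Of the alternatives set before the data were examined, DESeq2 gave 25, and leaving out replicate 3 of the intermediate diet gave 20. The others gave at most 10, without the filter on low counts.

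The paper's count of 287 for the 0.7 diet against the control and the 427 called by edgeR lie within 1.5 times of each other. DESeq2 gave 287. In these 3 comparisons, DESeq2 with shrunken fold changes, the tool that the paper's methods and the legend of Figure 5 name, called all 160, 25 and 287 transcripts of Tables S3, S4 and S5, while edgeR called 57, 4 and 258 of them. Those tested by edgeR changed in the same direction in each case, 157 of 157, 24 of 24 and 286 of 286.

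The axis of the PCA plot gives PC1 about 55% of the variance in Fig. 5a, read by eye, and PC1 held 42.7% here, or 53.6% with variance-stabilized counts. The paper's heatmap holds 77 genes, and the rule in its methods gave 75 distinct transcripts from its tables. The heatmap groups the intermediate diet with the 0.7 diet, while over z-scores of log2 CPM the intermediate diet lay nearer the control, at 7.97 against 8.74. With z-scores of raw counts, the values that the legend names, it lay nearer the 0.7 diet, at 4.94 against 7.28.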

Other observations

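Tests with transcripts of the nervous system, of cuticle proteins and of the Y chromosome were chosen only after the results they address were seen.

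For each comparison, the number of DE transcripts was set against the other splits of its 6 samples. The splits that separate all same-numbered samples number 4, and the remaining ones of the 10 keep some of them together. Between the 0.25 diet and the control, only the real split among the 4 gave as many DE transcripts (1 of 4), and the largest count among all other splits was 16. For the intermediate diet against the control this was 1 of 4, but a split outside these 4 gave 28 DE transcripts against the real 4, so that 2 of 10 gave as many. For the 0.7 diet against the control, 1 of the 4 gave as many, and the largest other count was 6. Between the intermediate and the 0.25 diet, which the paper does not compare, 110 of 9740 tested transcripts were DE, with 25 higher and 85 lower on the intermediate diet, and 1 of the 4 splits gave as many. The others there gave 0, with 83 to 1893 transcripts at an unadjusted p under 0.05 against 1458 for the real split. Between the 0.7 and the intermediate diet 162 of 9603 were DE, with 20 higher and 142 lower, 1 of the 4 gave as many and the largest other count was 16. The design cannot give a share of splits under 0.1 for any of these.

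For lists, the median log2 fold change was set against the same splits. For the muscle list 1 of the 4 splits lay as far from 0 at a P:C ratio of 0.25, 3 at 0.55 and 1 at 0.7. For the fatty-acyl-CoA list it was 1 at 0.25, though 3 of all 10, then 3 at 0.55 and 1 at 0.7.

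The 9 core fatty acid synthesis genes found in the table had a median log2 fold change of -0.02 at a P:C ratio of 0.7 against the control (adjusted p = 0.477 over the 8 list tests, from camera of limma, exact permutation p = 0.9), and all 4 splits gave a median as far from 0. FASN1, also on the list, was not found in the table. The 9 genes were ACC, FASN2, ATPCL, AcCoAS, Desat1, SREBP, Acsl, bgm and hll. Of these, 1 passed both thresholds, v(2)k05816-RB, an older name of FASN2, with a log2 fold change of -0.85 (standard error 0.18, adjusted p = 0.0304 from edgeR). Its adjusted p ran from 0.00115 to 0.124 over the alternatives. Acsl-RE, which overlaps another transcript of the table, had -0.31 (adjusted p = 0.0671 from edgeR, between 0.00616 and 0.228 over the alternatives), and AcCoAS-RA had 0.11 (adjusted p = 0.428 from edgeR, between 0.173 and 0.891). The 8 transcripts of the fatty-acyl-CoA term fell, while this list as a whole did not change detectably, and the difference between the lists was not tested. Without FASN1, the list cannot show that fatty acid synthesis genes did not change.

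The 15 TOR and insulin signalling genes had a median log2 fold change of 0.01 at a P:C ratio of 0.25 against the control (adjusted p = 0.868 over the 8 list tests, from camera of limma, exact permutation p = 1), and all 4 splits gave a median as far from 0. Among them 9 were higher and 6 lower, and 0 passed both thresholds. Thor-RA had the largest change, 0.54 (standard error 0.12, adjusted p = 0.0927 from edgeR), with an adjusted p between 0.00496 and 0.324 over the alternatives, under 0.05 with DESeq2. For foxo-RF the log2 fold change was 0.23 (adjusted p = 0.196 from edgeR, between 0.103 and 0.478 over the alternatives), and for Rheb-RB 0.21 (adjusted p = 0.204 from edgeR, between 0.158 and 0.47). The list mixes activators of the pathway, such as Rheb, with repressors, such as Thor, Tsc1 and gig. Its median therefore cannot show a shift of the pathway in either direction. Transcript amounts do not measure the activity of the pathway.

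Muscle transcripts were higher at a P:C ratio of 0.25 and lower at 0.7 than on the control diet, by 0.95 and -0.63 relative to the median of all tested transcripts. A change in the share of RNA from the ovary could give this pattern. The 19 germline transcripts moved the other way, by -0.22 at a P:C ratio of 0.25 (0 of 19 higher) and 0.13 at 0.7 (16 of 19 higher). This is less than the muscle shift, which went against the expectation written for a change in ovary RNA, but a small loss from a large share of the RNA may raise small shares by more, so that the size does not decide it. The 18 eggshell transcripts were lower than on the control diet on both diets, with medians of -0.34 at 0.25 and -0.43 at 0.7, so that a change in late egg chambers alone would not give opposite shifts of muscle. If RNA from outside the ovary as a whole made up more at 0.25 and less at 0.7, other tissues would move with muscle. The 16 nervous system transcripts did, by 0.59 and -0.61 relative to all tested transcripts, which is 61.9% and 97.1% of the muscle shift. The matches of 2 gene symbols in this list were corrected after its values were seen. These directions were the same with scaling by library size alone. The muscle pattern therefore cannot be told apart from a change in the share of RNA from outside the ovary, and a younger adult age at 0.25, for which cuticle transcripts shifted by 0.61, also remains. Both are hypotheses drawn from the same samples.

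In replicate 3 of the intermediate diet 81 counts fell on 14 of 17 transcripts of accessory gland proteins, which are made in males, against at most 18 in each of the other samples. A male fly in the pool is a possible explanation, but 0 counts fell on 9 transcripts of Y-linked genes in that sample, as in the others. The source of these counts remains open.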
